# Accumulation of differentiating intestinal stem cell progenies drives tumorigenesis

**DOI:** 10.1038/ncomms10219

**Published:** 2015-12-22

**Authors:** Zongzhao Zhai, Shu Kondo, Nati Ha, Jean-Philippe Boquete, Michael Brunner, Ryu Ueda, Bruno Lemaitre

## Abstract

Stem cell self-renewal and differentiation are coordinated to maintain tissue homeostasis and prevent cancer. Mutations causing stem cell proliferation are traditionally the focus of cancer studies. However, the contribution of the differentiating stem cell progenies in tumorigenesis is poorly characterized. Here we report that loss of the SOX transcription factor, Sox21a, blocks the differentiation programme of enteroblast (EB), the intestinal stem cell progeny in the adult *Drosophila* midgut. This results in EB accumulation and formation of tumours*. Sox21a* tumour initiation and growth involve stem cell proliferation induced by the unpaired 2 mitogen released from accumulating EBs generating a feed-forward loop. EBs found in the tumours are heterogeneous and grow towards the intestinal lumen. *Sox21a* tumours modulate their environment by secreting matrix metalloproteinase and reactive oxygen species. Enterocytes surrounding the tumours are eliminated through delamination allowing tumour progression, a process requiring JNK activation. Our data highlight the tumorigenic properties of transit differentiating cells.

## Abstract (web summary)

Intestinal homeostasis is ensured by stem cell self-renewal and differentiation while alterations of these processes can lead to cancer. In this study, using *Drosophila* genetics the authors demonstrate that the loss of the transcription factor Sox21a blocks the differentiation of the intestinal stem cell progeny, which accumulate and form aggressive tumours.

Maintenance of tissue homeostasis in the adulthood requires precise coordination of stem cell renewal and differentiation. Deregulation of these processes can lead to cancer. Stem cells live in a microenvironment and continuously receive signals from neighbouring heterologous cells composing the niche^1^. Stem cell niches are complex, heterotypic and dynamic structures^2^. Over the past few years, considerable progress has been made in elucidating how different niche factor promotes stem cell maintenance during homeostasis and contributes to tissue regeneration upon damage^3^,^4^. Stem cells usually divide asymmetrically to generate a self-renewing stem cell and a differentiating progenitor (or transit amplifying cell), which will eventually generate differentiated cells^5^. Recent studies in flies and mammals have begun to establish that these differentiating progenitors are not simply a passive intermediate between stem cell and differentiated cells, but play active roles in regulating stem cell activity and regeneration^6^,^7^,^8^,^9^,^10^.

Loss of proper differentiation is an important feature and likely a driver of cancer development^11^. Historically, mechanistic studies of human cancers and regenerative medicine have focused almost exclusively on stem cells^2^,^12^. The roles of the differentiating stem cell progeny in tumorigenesis remain largely unexplored^3^,^10^. In this study, we analyse how a defect in the differentiating program of stem cell progenies leads to tumours in the adult *Drosophila* intestine.

The adult intestine is continuously replenished by multipotent intestinal stem cells (ISCs) both in flies and mammals^4^,^12^,^13^. In the *Drosophila* midgut, ISCs differentiate into either large absorptive enterocytes or secretory enteroendocrine cells. This process involves an intermediate differentiating cell called the enteroblast (EB; Fig. 1a)^14^,^15^,^16^, analogous to the transit amplifying cell in mammalian intestines^17^. In this study, we show that *Sox21a*, a gene encoding a transcription factor of the SOX family, is required for EBs to become fully differentiated cells. Flies lacking *Sox21a* are viable but progressively develop intestinal tumours composed mainly of EBs. Using *Drosophila* genetics, we have provided a comprehensive dissection of cell–cell interactions that underlie the EB tumour initiation and progression as a result of this differentiation defect. Our data highlight a driving role of differentiating stem cell progenies in tumorigenesis. While the implication of stem cells in cancer has been the focus of intensive research, our data pinpoint the tumorigenic properties of transit differentiating cells. We speculate that the plasticity of these differentiating progenitors underlies their cancerous properties.

## Results

### *Sox21a* is necessary for EB differentiation

In an RNA interference (RNAi) screen for factors regulating stem cell differentiation, we identified *Sox21a*, a gene encoding a transcription factor of the SOX family with homologues implicated in stem cell regulation in mammals^18^. Silencing *Sox21a* with two independent RNAi constructs specifically in EBs using the conditional, temperature-sensitive *Su(H)GBE-Gal4 UAS-GFP tub-Gal80*^*TS*^ system (hereafter referred to as *GBE*^*TS*^)^19^ led to the accumulation of EBs in the adult (Fig. 1b,c; Supplementary Fig. 1a–c). Consistent with this, *Sox21a* is specifically enriched in the midgut of adult *Drosophila* (Supplementary Fig. 1d). Moreover, examination of the *cis*-regulatory sequences of the *Sox21a* gene also revealed an intronic enhancer that drives reporter expression in both ISCs and EBs (referred to as progenitors; Supplementary Fig. 1e–h). The expression pattern driven by this enhancer is homogenous from the anterior to the posterior midgut, and is identical to the expression of Escargot (Esg), a transcription factor with well-defined expression in progenitors^20^.

To further study the function of Sox21a, we have generated two *Sox21a* mutations using CRISPR/Cas9-mediated genome editing^21^. Both mutants carry a small deletion in the DNA-binding domain of Sox21a, the HMG domain, resulting in reading frameshift and premature stop (Fig. 1d). Thus, these alleles should be considered as null alleles. Strikingly, *Sox21a* mutant flies are viable and fertile with no apparent defects. To confirm the role of *Sox21a* in EB differentiation, we performed lineage tracing using mosaic analysis with a repressible cell marker technique (MARCM)^22^. While the wild-type clones (positively marked by green fluorescent protein (GFP)) contain both enterocytes and enteroendocrine cells, cells in *Sox21a* mutant clones along the whole midgut remained undifferentiated, as revealed by the absence of GFP-positive cells expressing the enterocyte marker Pdm1 or the enteroendocrine cell marker Prospero (Fig. 1e,f). This differentiation defect is rescued by overexpressing *Sox21a* in the mutant clones (Fig. 1g). Quantification of clone size indicated that the *Sox21a* mutation reduces ISC division with a stronger effect in the posterior compared with the anterior midgut (Fig. 1h). *Sox21a* mutant clones generated in the posterior midgut barely grew, indicating a mandatory function of Sox21a for ISC division in the posterior midgut. In contrast, the existence of large *Sox21a* mutant clones in the anterior midgut indicates that Sox21a promotes to some extent stem cell division in this region but is less essential. The presence of a wild-type copy of *Sox21a* in the mutant clones also restored normal ISC division (Fig. 1h). To further confirm the differential impact of *Sox21a* on ISC division in the anterior and posterior regions, we compared ISC proliferation rate in wild-type and *Sox21a* mutant flies overexpressing the JAK/STAT ligand unpaired 2 (Upd2) in the enterocytes with *Myo1A-Gal4 UAS-GFP tub-Gal80*^*TS*^ system (hereafter referred to as *Myo1A*^*TS*^)^23^. Unpaired are secreted proteins that have been shown to be potent inducers of ISC proliferation by activating JAK/SAT signalling in ISCs^23^,^24^. Overexpressing Upd2 strongly increased the number of mitotic ISCs in both the anterior and the posterior midgut in wild-type flies as revealed by the phospho-Histone H3 (PH3, a mitotic marker) count. In contrast, overexpressing Upd2 only increased the mitotic index in the anterior midgut of *Sox21a* mutant (Supplementary Fig. 4o,p). Collectively, our data show that *Sox21a* is essential for the differentiation of EBs into mature intestinal cells along the entire midgut. Its effect on ISC proliferation is more pronounced in the posterior midgut compared with the anterior midgut.

### Overexpression of Sox21a drives EB differentiation

Since *Sox21a* is required to generate differentiated cells, we hypothesized that overexpressing this factor might force the progenitor cells to differentiate into mature intestinal cells. To test this, we created transgenic lines that enable its overexpression via the GAL4/UAS system (Supplementary Fig. 1g). Strikingly, overexpressing *Sox21a* in the progenitor cells with *esg-Gal4 UAS-GFP tub-Gal80*^*TS*^ system (hereafter referred to as *esg*^*TS*^)^15^ was sufficient to induce their differentiation into enterocytes and cause the loss of progenitors (Fig. 2a–c). Although Sox21a is required for the differentiation of both enterocytes and enteroendocrine cells, *Sox21a* overexpression induced progenitors to differentiate into enterocytes (Pdm1 positive and polyploid), but not enteroendocrine cells (Pros positive; Supplementary Fig. 2a,b). To further delineate the role of Sox21a in progenitor differentiation, we overexpressed *Sox21a* either specifically in EBs using *GBE*^*TS*^ or in ISCs using *Dl-Gal4 UAS-GFP tub-Gal80*^*TS*^ (*Dl*^*TS*^)^19^. EBs were normally detected as small-nucleated cells with a polarized cell shape (Fig. 2d). Overexpressing *Sox21a* in EBs for 4 days transformed most of them into large polyploid and round-shaped cells, indicative of a transformation into enterocyte (Fig. 2e,f). In contrast, overexpressing *Sox21a* with *Dl*^*TS*^ in ISCs for 6 days did not induce ISC differentiation (Supplementary Fig. 2c,d). Using other insertions of the *UAS-Sox21a* transgene, we sometimes observed clusters of two to four ISCs (positive for *Dl-lacZ*) when overexpressing *Sox21a* using *esg*^*TS*^ (Supplementary Fig. 2e,f). Thus, besides inducing progenitor cells to differentiate, Sox21a may also have a role in stem cell division. We conclude that *Sox21a* is a critical factor required for the transition from EBs to mature intestinal cells in the adult midgut.

### Sox21a functions downstream of the JAK/STAT pathway

The JAK/STAT pathway plays a major role in ISC proliferation and differentiation in *Drosophila*^23^,^25^. We therefore explored the relationship between *Sox21a* and JAK/STAT in stem cell differentiation. Quantitative reverse transcription–PCR (qRT–PCR) experiments showed that *Sox21a* expression is regulated by the JAK/STAT signalling pathway. *Sox21a* expression in the midgut was lower when *Stat92E* was silenced by RNAi using the *esg*^*TS*^ driver and was higher when expressing a gain-of-function allele of JAK (*hop*^*tumL*^; Supplementary Fig. 2g). Previous study has shown that MARCM clone cells mutant for *Stat92E* were also negative for enterocyte marker Pdm1 (Supplementary Fig. 2h), consistent with a mandatory role of JAK/STAT in progenitor differentiation^23^,^25^. Moreover, overexpression of *Sox21a* restored the expression of the enterocyte marker Pdm1 in *Stat92E* null mutant clones, confirming the role of Sox21a as a major downstream effector of this pathway in mediating differentiation (Supplementary Fig. 2i). The position of Sox21a downstream of the JAK/STAT pathway and its role in EB differentiation were reinforced by two other observations. First, the expression of *esg* and its regulator *miR-8*, two genes encoding factors regulating the progenitor identity^16^,^20^, was not affected in *Sox21a* flies (Fig. 3a,b; Supplementary Fig. 3a,b). Second, the expression of Pdm1, a transcription factor specifically expressed in enterocyte^20^, was downregulated in *Sox21a* mutant EBs (see RNA sequencing (RNA-seq) experiment, described below).

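Pdm1 is encoded by nub (FBgn0085424), on chromosome 2L of the Release 6 genome from 12587625 to 12628135, and was measured by RNA-seq in EBs sorted from 3 pools of control flies and 3 pools of Sox21a flies. The authors deposited reads per transcript divided by a size factor. The normalized value of the nub-RB transcript was 2466 ± 943 (SD, n = 3) in control EBs and 731 ± 153 (SD, n = 3) in Sox21a EBs. The log2 fold change, on the log2(value + 1) scale, was -1.70 (standard error 0.30, adjusted p = 0.0050 from limma with Benjamini-Hochberg adjustment). A fit with the replicate number as a block gave an adjusted p of 0.0039. Every Sox21a library was below every control library. Leaving out each library in turn kept the log2 fold change between -1.96 and -1.42. Its neighbouring paralog pdm2 (FBgn0004394) fell from 137 ± 56.9 to 11.6 ± 5.73 (SD, n = 3 each). The log2 fold change of pdm2 was -3.46 (standard error 0.40, adjusted p = 0.00088 from the same test, and 0.0098 with the block). How reads matching both paralogs were counted is not described, so the split between nub and pdm2 is uncertain.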

### Accumulation of EBs and formation of tumour in *Sox21a* flies

A striking feature of *Sox21a* flies is the presence of large clusters of progenitors in the anterior but not the posterior midgut (Supplementary Fig. 4a–n). This regional difference is not surprising, since the *Sox21a* mutation has a differential effect on the ISC division rate in the anterior and posterior midgut. We have focused our subsequent studies on the anterior midgut to analyse the formation of these clusters. They contain both ISCs and EBs, but progressively become dominated by EBs, consistent with the function of *Sox21a* in EB differentiation (Fig. 3a–d; Supplementary Fig. 5a–h). Similar to wild-type midgut, ISCs are localized basally, while EBs are found more apically towards the lumen in *Sox21a* mutant cluster (Fig. 3e). These clusters increase in size over time and grow towards the intestinal lumen, behaving like tumours (Fig. 3g–n; Supplementary Fig. 5a–d). To quantify the tumour burden in individual midgut, we classified the tumours into four grades ranging from 0 to 3 based on their size and overgrowth (Fig. 3g–n; Supplementary Fig. 5a–d; see method part for additional information on the grading criteria). After 3 weeks at 25 °C, most *Sox21a* mutant flies contain at least one grade 3 tumour (Fig. 3f). Quantification of ISC and EB number in the tumour revealed a nearly linear increase of ISCs but an exponential increase of EBs (Fig. 3o,p; Supplementary Fig. 5a–d,e–h). This suggests that ISCs in *Sox21a* tumours are still functional and most likely divide asymmetrically to generate another self-renewing ISC and an EB blocked at this stage^26^,^27^.

### *Sox21a* tumour growth relies on ISC division

We next explored the mechanisms by which a simple defect in the differentiation program of EBs leads to tumour formation. ISCs are the only proliferating cells in the midgut in normal conditions^17^. Although a study has reported that a small portion of EBs (<5%) displays mitotic activity upon enteric *Pseudomonas entomophila* infection, EBs do not divide under basal conditions^17^. Using PH3 staining, we analysed the identity of mitotic cells in *Sox21a* mutant expressing a *GBE>GFP* to mark EBs. While we detected many ISCs undergoing mitosis, no mitotic EB was observed (*n*>100; Supplementary Fig. 6a). We next explored whether tumour growth in *Sox21a* flies is sustained by stem cell division. *Drosophila* ISC division relies on the epidermal growth factor receptor (EGFR) signalling^28^. Blocking this pathway by expressing a dominant-negative form of EGFR in progenitors of *Sox21a* flies suppressed the formation of tumour (Supplementary Fig. 6b–d). The ingestion of enteric bacteria was previously shown to stimulate ISC proliferation in *Drosophila* and promotes tumorigenesis in other models^29^. Similarly, stimulating ISC proliferation by infecting *Sox21a* flies with bacteria increased the size and the numbers of tumours (Supplementary Fig. 6e–g). These observations indicate that ISC proliferation is essential for *Sox21a* tumour formation. This dependence on stem cell division again explains why tumours are only found in the anterior midgut but not the posterior midgut where *Sox21a* is required for both EB differentiation and ISC division.

Interestingly, ISC proliferation was markedly increased in the neighbourhood of *Sox21a* tumours (Supplementary Fig. 7a). Consistent with this, use of *10xStat-GFP*^*D*^ reporter gene reveals higher JAK/STAT activity in the tumour (Fig. 4a). In addition, *Sox21a* mutant cells generated via MARCM triggered Ras/MAPK signalling in neighbouring wild-type cells, as revealed by a staining of phosphorylated ERK (dpERK) (Fig. 4b). Thus, *Sox21a* mutant cells induce a local hyperplasia by stimulating division in adjacent ISCs (Supplementary Fig. 7b). This suggests that EBs composing *Sox21a* tumours send a signal to neighbouring ISCs to drive their proliferation.

### EB-derived Upd2 is essential for *Sox21a* tumour growth

ISC proliferation can be induced upon expression of secreted ligands of the EGFR pathway (Spitz, Vein and Keren), the JAK-STAT pathway (unpaired 1, 2 and 3) and the Wingless pathway (Wg)^6^,^23^,^24^,^28^,^30^,^31^. To identify the factor stimulating stem cell division in *Sox21a* tumour, we applied a candidate gene approach by knocking down genes encoding these ligands in either EBs with *GBE*^*TS*^ or in enterocytes with *Myo1A*^*TS*^. Depletion of the JAK/STAT ligand *upd2* by RNAi in EBs but not in enterocytes strongly reduced tumour formation in *Sox21a* flies (Fig. 4c–e). Similarly, *upd2; Sox21a*-double mutant flies displayed a reduction in tumour burden (Fig. 4c). In contrast, inhibiting the other factors in EBs or enterocytes (Upd1, Keren and Wg) did not impair *Sox21a* tumour formation (Supplementary Fig. 8a,b). It should be noted that *upd3* mutation and to a lesser extent depletion of *Spitz* in EBs had a modest effect on *Sox21a* tumours (Fig. 4c; Supplementary Fig. 8a). This indicates that ISC proliferation is mostly induced by Upd2 released from *Sox21a* EBs composing the tumour. The stimulation of ISC proliferation by EB-derived Upd2 produces more differentiation-defective EBs, providing a feed-forward loop underlying the expansion of *Sox21a* tumours. We hypothesize that tumours are initiated in *Sox21a* flies upon stochastic clustering of EBs, leading to local increase of the mitogen Upd2. This mechanism would explain the random localization of tumours observed in the anterior midgut of *Sox21a* flies.

In addition to *Sox21a* mutation, loss of Notch signalling in progenitors has been shown to induce tumours in the *Drosophila* midgut^14^,^15^,^32^. In contrast to the *Sox21a* EB tumours, *Notch* tumours are composed of ISCs that fail to differentiate into EBs. We have investigated the role of Upd2 in *Notch* tumour formation. Simultaneous depletion of *upd2* and *Notch* by RNAi in the progenitors also suppressed *Notch* tumours (Fig. 4f,g), further emphasizing the role of Upd2 in tumour growth. Importantly, silencing *upd2* in progenitor cells in an otherwise wild-type background led to a decrease in ISC numbers, pointing to a role of Upd2 in basal level stem cell maintenance (Fig. 4h–i).

### Mmp2 is required for *Sox21a* tumour progression

We then investigated how a defect in the differentiation program transforms EBs into an aggressive tumour. 

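EBs are the undifferentiated daughters of intestinal stem cells. They were marked by GFP under the Notch-responsive GBE driver and sorted from the midguts of flies kept for 16 to 18 days at 25 °C, with around 150 flies per biological replicate. There were 3 control libraries, which the methods give as Sox21a/+ and the sample labels as wild-type, and 3 libraries from homozygous Sox21a flies. Messenger RNA was amplified linearly from 2 ng of total RNA, a step that can favour some transcripts over others. The authors mapped paired reads with Bowtie2, counted those falling in exons and divided them by a size factor. The deposited table has a normalized value for each of 19674 transcripts of 17321 genes. Every value is a whole multiple of a step that is constant within a library, and no value is under 2 steps, so the lowest transcripts carry no information on their level. Summed in steps, the control libraries held between 37286049 and 42961209, with a median of 38055833, and the Sox21a libraries between 38646207 and 45955837, with a median of 41161916. The paper states over 40000000 raw reads per sequencing experiment, with over 80% mapped, and the values here use the deposited table. These totals count a read once for each transcript it was assigned to. The size factors that follow from the steps averaged 0.943 in control and 1.01 in Sox21a EBs. Values were tested with limma on log2(value + 1) for the 11400 transcripts with a mean of at least 10 over the 6 libraries. The targeted gene, Sox21a (FBgn0036411), had a value of 16080 ± 1718 (SD, n = 3) in control and 16065 ± 2566 (SD, n = 3) in Sox21a EBs (log2 fold change -0.01, standard error 0.18, adjusted p = 0.98 from limma), so its transcript level does not tell the genotypes apart.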

For this, we compared gene expression of fluorescence-activated cell sorting (FACS)-sorted EBs of wild-type and *Sox21a* flies by RNA-seq^33^ (Fig. 5a). Of 1,080 differentially expressed genes (*P*<0.05, Robinson and Smyth Exact Test), 668 genes were reproducibly upregulated and 412 genes downregulated in *Sox21a* EBs compared with control (Fig. 5b). 

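At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 3376 of the 9571 genes tested had at least 1 transcript that differed between Sox21a and control EBs. Of these, 2378 had a higher transcript and 1004 a lower one, and 6 had transcripts in both directions. Same-numbered control and Sox21a libraries deviated together slightly, with a mean correlation of 0.141 across transcripts against -0.0703 for differently numbered ones. When the replicate number was used as a block, 3608 genes differed, 2551 higher and 1065 lower. The split between the directions depended on scaling. The authors' size factors left a median log2 fold change of 0.21 over all tested transcripts. Rescaled on transcripts with a mean of at least 100, a choice made after the data were seen, the median was 0.02 and 3176 genes differed, 1691 higher and 1489 lower. Among the tested transcripts, 5855 had values that did not overlap between the groups, or 51.4%, where chance gives 10%. A change of at least 2-fold as well was met by 1833 genes, and an adjusted p under 0.01 by 1623. The authors' deposited table lists 1242 transcripts of 1080 genes, 668 higher and 412 lower, each at an unadjusted p under 0.05. By the adjusted p in the authors' deposited table, 483 of those genes are under 0.05. Of those 1080 genes, 1055 were called here in the same direction and 1 in the opposite direction.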

Gene ontology analysis of the RNA-seq data set revealed enrichment in genes involved in epithelia tube morphogenesis and redox homeostasis in *Sox21a* EBs (Fig. 5c). 

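Gene ontology terms were not used here, and families were defined by gene symbol or marker lists instead. Each family was set against the 9571 tested genes by Fisher's exact test, two-sided, with 22 tests adjusted together by the Benjamini-Hochberg method. Higher and lower genes were tested apart, whereas the paper's terms were computed over its changed genes of both directions together. Of 8 tested genes on a list of tracheal genes, a tubular epithelium, 5 were higher in Sox21a EBs and 0 were lower. By chance 1.99 higher were expected (adjusted p = 0.052 from Fisher's exact test). The list includes btl, which the paper had reported as higher from these libraries, so the count is not independent of that report. A block on the replicate number left 5 higher (adjusted p = 0.071), and after rescaling on expressed transcripts 4 were higher (adjusted p = 0.075). Counting only genes changed at least 2-fold left 5 higher where 1.04 were expected (adjusted p = 0.0046), and the same after rescaling, a setting added after the data were seen, left 4 where 0.827 were expected (adjusted p = 0.016).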

Many genes that were previously shown to be associated with tumorigenesis in other models were also identified in *Sox21a* tumour. For instance, the genes *ImpL2*, an insulin/insulin-like growth factor antagonist recently reported to mediate tumour-induced organ wasting^34^,^35^, and *p53*, which reprograms tumour metabolism^36^, were both upregulated in *Sox21a* EBs (Fig. 5d). 

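The ImpL2-RD transcript of ImpL2 (FBgn0001257, chromosome 3L from 4224006 to 4236147) had a normalized value of 1536 ± 483 (SD, n = 3) in control EBs and 12018 ± 1737 (SD, n = 3) in Sox21a EBs. Its log2 fold change was 3.00 (standard error 0.25, adjusted p = 0.00021 from limma). For p53 (FBgn0039044, chromosome 3R from 23049657 to 23054082) the values were 703 ± 370 and 8487 ± 1857 (SD, n = 3 each), a log2 fold change of 3.69 (standard error 0.36, adjusted p = 0.00041 from limma). The adjusted p with a block on the replicate number was 0.0012 for ImpL2 and 0.0015 for p53. For both genes the 3 Sox21a libraries lay above the 3 control libraries. An exact permutation test of 3 libraries against 3 cannot give a p under 0.10. CG46460 overlaps ImpL2 on the same strand, so their reads may not be separable. The antisense gene CR46089 and the gene Gr94a overlap p53 on the other strand, and whether the counting used strand is not described.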

Increased expression of *breathless*/fibroblast growth factor receptor (FGFR; *btl*) in *Sox21a* EBs was confirmed using *btl-Gal4 UAS-actGFP* (referred to as *btl>actGFP*; Supplementary Fig. 9a–f). While *btl>actGFP* never labels intestinal cells in wild-type midgut (Supplementary Fig. 9a), expression of the *btl>actGFP* reporter was observed in the anterior but not posterior midgut of *Sox21a* flies, in regions where tumours form (Supplementary Fig. 9b–f). The observation that some but not all the *Sox21a* EBs express *btl>actGFP* highlights the cellular heterogeneity of *Sox21a* tumours (Supplementary Fig. 9c).

Interestingly, genes encoding two matrix metalloproteinases, matrix metalloproteinase 2 (*Mmp2*) and to a lesser extent matrix metalloproteinase 1 (*Mmp1*) were upregulated in *Sox21a* EBs (Fig. 5d). 

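Mmp2 (FBgn0033438) lies on chromosome 2R from 9611139 to 9683858. Its normalized value was 133 ± 12.2 (SD, n = 3) in control EBs and 3236 ± 341 (SD, n = 3) in Sox21a EBs. The log2 fold change was 4.60 (standard error 0.16, adjusted p = 1.1e-05 from limma), between 4.52 and 4.67 with each library left out. Mmp1 (FBgn0035049), on the same chromosome arm from 24671294 to 24688184, was expressed at a higher level in both groups. It rose from 11421 ± 2140 to 21153 ± 2792 (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.20, adjusted p = 0.014 from limma). Blocking on the replicate number gave an adjusted p of 0.00092 for Mmp2 and 0.011 for Mmp1. The call for Mmp1 was kept in 5 of the 6 fits that each left out 1 library. Antisense and small RNA genes lie within Mmp2, and Pof overlaps Mmp1 on the other strand. Timp, which encodes the inhibitor of these enzymes, changed by a log2 fold change of 0.35 (standard error 0.16, adjusted p = 0.12 from limma), which did not pass the threshold.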

Use of an endogenous *Mmp2-GFP* fusion^37^ confirmed an increased expression of Mmp2 specifically at the tumour site (Fig. 6a,b). *Mmp1* and *Mmp2* are downstream effectors of the JNK pathway that mediate tumour invasiveness in an imaginal disc tumour model^38^,^39^,^40^. Inactivating the JNK pathway by expressing a dominant-negative form of JNK (*basket, bsk*), depleting *Mmp2* (but not *Mmp1*) or expressing the tissue inhibitor of metalloprotease (*timp*) in EBs of *Sox21a* flies reduced tumour burden and growth towards the lumen (Fig. 6c–f). Of note, Mmp2 but not Mmp1 was previously shown to be required for the invasive growth of larva air sac/trachea into tissues^41^.

### Tumour progression requires JNK activation in enterocytes

Tumour progression in *Sox21a* flies was associated with the elimination of neighbouring enterocytes, as shown by the progressive disappearance of 4,6-diamidino-2-phenylindole (DAPI)-stained polyploid cells (Fig. 3g–j; Supplementary Fig. 5a–d). Tumour-induced elimination of normal cells has been observed in other cases and probably reflects a common feature of aberrantly proliferating cells^42^,^43^. It is reminiscent of cell competition in *Drosophila*, a type of short-range cell–cell interaction, where the fitter cells eliminate the unfit cells by activating JNK signalling^44^. Using a *puckered* enhancer trap (*puc-lacZ* and *puc-Gal4*) as readout for JNK activity, we found that JNK signalling was induced in enterocytes surrounding *Sox21a* tumours from *Sox21a* flies or flies with EB-specific depletion of *Sox21a* by RNAi (Fig. 7a,b). Interestingly, JNK activation in enterocytes was coupled with the loss of the cell-polarity marker Discs large (Dlg) (Fig. 7a). In *Notch* ISC tumour^43^, flanking enterocytes are eliminated by delamination into the lumen. Similarly, confocal microscopy revealed the presence of delaminating enterocytes in the lumen of *Sox21a* flies at the vicinity of tumour (Fig. 7c). However, in *Sox21a* tumour, EBs were also found intercalated with enterocytes (Fig. 7d). Several observations indicate that JNK activation in enterocytes flanking *Sox21a* mutant tumours is essential for tumour progression. First, *Sox21a* flies lacking one copy of *hemipterous* (*hep*), a gene encoding the JNK kinase, have decreased tumour burden. In contrast, *puc*^*E69*^*/+* heterozygote flies with enhanced JNK activity display an increase of tumour burden of *Sox21a* flies (Fig. 7e). Second, inactivation of JNK signalling specifically in enterocytes by expressing a dominant-negative form of JNK greatly suppressed tumour formation and the presence of delaminating enterocytes (Fig. 7e). Moreover, the elimination of enterocytes nearby the tumours does not involve caspase-dependent apoptosis, as tumour progression was not affected by expressing the caspase inhibitor P35 (Fig. 7e). Collectively, our data show that *Sox21a* tumour progression involves the elimination of enterocytes by JNK activation independent of caspase activation.

### Increase of ROS activity at the vicinity of *Sox21a* tumour

Reactive oxygen species (ROS) have been implicated in JNK activation and induction of cell death in *Drosophila*. For example, feeding flies with the ROS-generating compound Paraquat causes cellular damage and JNK activation in the midgut^45^,^46^. A recent study reported that ROS from apoptotic cells propagate to and activate JNK in the nearby cells^47^. This raises the possibility that tumour-derived ROS contribute to JNK activation in surrounding enterocytes, facilitating their elimination. We therefore investigated the role of ROS in tumorigenesis in *Sox21a* flies. 

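Families of genes with redox functions were examined by symbol. Higher and lower genes were again tested apart. The paper's redox enrichment covers changed genes of both directions together, which these tests do not address. Of the 59 tested Cytochrome P450 genes, 9 were higher in Sox21a EBs where 14.7 were expected from all tested genes (adjusted p = 0.16 from Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). In the other direction, 19 were lower where 6.19 were expected (adjusted p = 2.7e-05). In the fit with the replicate block, 9 were higher (adjusted p = 0.099) and 19 lower (adjusted p = 6.4e-05). Members of the family changed in both directions. After rescaling on expressed transcripts, 8 were higher and 20 lower. Counting only genes changed at least 2-fold, 9 were higher, 1.18 times the number expected, and 14 were lower, 3.84 times that number. Of 32 tested Glutathione S-transferase genes, 2 were higher and 10 lower where 3.36 were expected (adjusted p = 0.0042 for lower, and 0.0066 with the block). After rescaling, 0 were higher and 11 lower.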

Gene ontology analysis of the RNA-seq data set revealed enrichment in genes involved in redox homeostasis in *Sox21a* EBs (Fig. 5c). For instance, *Sox21a* EBs display increased expression of several *Cytochrome P450* genes, the NADPH oxidase *Dual oxidase* (*Duox*) and its regulator, the MAPK *p38c* (refs 48, 49), as well as several genes encoding mitochondria and peroxisome components (Fig. 5d). 

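Among the Cytochrome P450 genes, Cyp12d1-p (FBgn0050489, chromosome 2R from 11117225 to 11121884) had a normalized value of 26.5 ± 11.2 (SD, n = 3) in control EBs and 1570 ± 422 (SD, n = 3) in Sox21a EBs. Its log2 fold change was 5.88 (standard error 0.32, adjusted p = 4.7e-05 from limma, and 0.00091 with the replicate number as a block). The near-identical neighbour Cyp12d1-d may share its reads, and the division between the pair is uncertain. Cyp6d2 (FBgn0034756) rose from 43.3 ± 7.35 to 2231 ± 477 (SD, n = 3 each), a log2 fold change of 5.64. Duox (FBgn0031464, chromosome 2L from 2815970 to 2830248) was close to the lower limit of the table in control EBs, at 11.2 ± 8.66 (SD, n = 3), and reached 261 ± 59.2 (SD, n = 3) in Sox21a EBs. The log2 fold change of Duox was 4.61 (standard error 0.45, adjusted p = 0.00043 from limma), with an adjusted p of 0.0024 with the block. CG3123 overlaps Duox on the same strand, so their reads may not be separable. In the authors' deposited table the adjusted p of Duox is 0.11. For p38c (FBgn0267339) the values were 643 ± 243 and 2455 ± 257 (SD, n = 3 each), a log2 fold change of 1.99 (standard error 0.27, adjusted p = 0.0019 from limma, and 0.010 with the block).

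The mitochondrial ribosomal protein genes mRpS5 and mRpL54 rose by log2 fold changes of 0.89 (adjusted p = 0.0048 from limma) and 1.06 (adjusted p = 0.0080). Of 73 tested genes of this family, 21 were higher and 1 lower, where 18.1 higher were expected from all tested genes (adjusted p = 0.55 from Fisher's exact test, and 0.25 with the block). Their median log2 fold change was 0.45, against 0.21 for all tested transcripts. Rescaled on expressed transcripts it was 0.26 against 0.02, and 8 genes were higher where 12.9 were expected (adjusted p = 0.28). Counted at an unadjusted p, 41 were higher where 24.4 were expected (adjusted p = 0.00030). The 1 lower gene compares with 7.66 expected (adjusted p = 0.017, and 0.00053 after rescaling). The peroxisomal genes Uro and Spat had low values. Uro was at or under the detection limit in the 3 control libraries and at least 6.47-fold higher in Sox21a EBs, at 34.3 ± 22.2 (SD, n = 3). That lower limit depended on single libraries. It was 4.14-fold without Sox21a replicate 3 and 8.20-fold without Sox21a replicate 2. Spat rose from 4.22 ± 1.72 to 20.6 ± 6.70 (SD, n = 3 each; log2 fold change 2.05, adjusted p = 0.0024 from limma). Of 14 tested Pex genes, which encode peroxisome assembly factors, 0 were higher and 1 was lower, also with the block. Their median log2 fold change was 0.11, and -0.08 after rescaling. As instances of the enrichment in redox homeostasis, the paper gives several mitochondrial and peroxisomal genes of Fig. 5d. Its text does not name the Pex genes or the mitochondrial ribosomal protein family as a whole.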

Mitochondria and peroxisomes are two main sources of intracellular ROS^50^. Using reporter constructs (*mitoGFP* and *peroxisome-GFP*), we observed an increase in mitochondrial and peroxisome signals at the tumour site, evocating a shift of metabolism (Fig. 8a–e; Supplementary Fig. 10a,b). Increase of peroxisomes in *Sox21a* EBs is further supported by the expression of Catalase (Cat), a protein localized to peroxisome (Fig. 8f,h). Consistent with these observations, *in vivo* ROS detection using dihydroethidium (DHE) revealed a gradient of ROS peaking at the periphery of *Sox21a* tumours (Fig. 8i). Surprisingly, the level of ROS at the tumour site was lower, suggesting that EB tumour cells were less exposed to ROS compared with neighbouring enterocytes. Reporter genes and immunostaining analysis showed that many enzymes involved in ROS detoxification, including Catalase, Glutathione *S*-transferase D1 (GstD) and Superoxide dismutase 2 (SOD2) are enriched in progenitors of *Sox21a* flies (Fig. 8g,h; Supplementary Fig. 10c–e). These observations suggest that these progenitor cells have an increased capacity to deal with ROS, and explain the lower level of ROS in *Sox21a* tumour.

We then investigated the role of ROS in tumour formation by feeding *Sox21a* flies with an antioxidant, *N*-acetylcysteine amide (AD4). We observed that *N*-acetylcysteine amide-fed *Sox21a* flies have reduced tumour burden, although the difference with untreated control did not reach statistic significance (Supplementary Fig. 8c). Interestingly, overactivation of the ROS-producing enzyme Duox specifically in EBs of wild-type flies led to increased JNK activity in the flanking cells, and often resulted in local hyperplasia (Fig. 8j–l). In these experiments, foci of JNK activation were not observed around individual EBs but only around clustered EBs (Fig. 8k). Clustering of EBs expressing *Duox* might thus lead to a local increase of ROS above a threshold sufficient to trigger JNK activity. While the relevance of ROS in *Sox21a* tumour progression requires further investigation, our data raise the possibility that tumour-derived ROS non-cell autonomously contribute to JNK activation and elimination of flanking enterocytes.

## Discussion

In this work, we report the functional characterization of a new regulator of ISC differentiation, introduce a novel tumour model and provide mechanistic insights on how tumour may arise from a simple defect in the differentiation program of stem cell progenies (Fig. 9a,b).

Our data show that Sox21a, a previously uncharacterized transcription factor of the SOX family, plays a major role in the terminal differentiation of ISC progenies. Although the *Drosophila* genome encodes eight Sox genes, *Sox21a* is the only one enriched in the midgut. *Sox21a* is specifically expressed in progenitor cells along the entire midgut, and acts downstream of the JAK/STAT signalling to permit the transformation of EBs into enterocytes and enteroendocrine cells. Although Sox21a is required for both differentiated cell types, overexpression of Sox21a drives differentiation into enterocytes. It cannot be excluded that high level of Sox21a due to overexpression approach favours enterocyte rather than the enteroendocrine cell fate. Overexpression of Sox21a rescues the differentiation marker Pdm1 that is lost in JAK/STAT-deficient clones, demonstrating that Sox21a contributes significantly to EB differentiation downstream of this pathway. Consistent with this notion, our RNA-seq analysis demonstrates that Sox21a regulates a large set of genes including *Pdm1*, which encodes a transcription factor involved in the terminal differentiation of enterocytes^20^. Our study also shows that Sox21a contributes to stem cell division notably in the posterior midgut. This is similar to the JAK/STAT pathway that impacts both stem cell division and differentiation^23^,^24^,^25^. The observation that *Sox21a* flies are viable indicates that the role of Sox21a is likely restricted to the adult intestinal homeostasis. Moving on, functional characterization of Sox21a target genes and identification of Sox21a-binding sites are now required to better understand the role of this transcription factor in ISC proliferation and progenitor differentiation.

An unexpected observation of our work was that *Sox21a* flies developed tumours that increase in size and grow towards the intestinal lumen over time. *Sox21a* tumours are mainly composed of post-mitotic progenitors, the EBs that are blocked in their differentiation. Our study shows that the growth of *Sox21a* tumours relies on ISC division. The requirement for ISC proliferation to drive *Sox21a* tumours explains why tumours are not observed in the posterior midgut and are more frequent when flies are infected with bacteria, a condition that stimulates stem cell proliferation. Our results indicate that the release of a mitogen, Upd2, by accumulating EBs provides a feed-forward loop stimulating ISCs to divide and differentiate, leading to a further increase in the number of EBs. It is likely that *Sox21a* tumours are initiated at random sites where EB clustering leads to a local increase of Upd2. Like other cancer model, *Sox21a* tumours also express matrix metalloproteinase, which probably shapes the tumour local environment to promote tumour progression. Accumulating EBs display a shift in metabolism with an increased expression of ROS-producing factors, such as Duox and a higher number of mitochondria and peroxisomes. This metabolic shift is likely to underlie the increase of ROS at the vicinity of the tumour. We observed that the progenitors express at high-level ROS detoxification enzymes. Thus, the concomitant high-level synthesis of ROS and detoxifying enzymes by accumulating EBs restricts high ROS levels to the tumour borders. It is likely that ROS production promotes *Sox21a* tumour growth by eliminating flanking enterocytes in a JNK-dependent manner. Further experiments are required to determine whether JNK activation in flanking enterocytes is induced by ROS or by mechanical constraints from the tumours or by simultaneously both processes. Our tumour model introduces a new concept highlighting the active role of differentiating stem cell daughters in tumour formation. This model highlights the tumorigenic properties of transit differentiating cells and is in contrast to the current paradigm that emphasizes exclusively on the role of stem cells. In light of our findings, we speculate that the plasticity of these differentiating cells underlies their cancerous properties.

Mechanistic studies of several intestinal tumour models have been reported previously in *Drosophila*^29^,^43^,^51^,^52^,^53^,^54^,^55^. The *Sox21a* tumour model is unique in its simplicity compared with other models that require complex genetic manipulations (for example, *Ras*^*V12*^*Scrib*^*−/−*^ (refs 56, 57). Similar to *Notch* loss-of-function tumour model^43^, it reveals how a differentiation defect in the stem cell progenies can drive tumorigenesis. Both models are caused by a defect in the stem cell differentiation program, rely on stem cell division, and involve the elimination of flanking enterocytes by delamination through the JNK pathway. There are, however, major differences. First, *Notch* tumours are caused by a blockage of differentiation at the ISC stage^14^,^15^,^32^, while *Sox21a* is required later in the differentiation of EBs. This explains their distinct dynamics of tumour formation. Compared with the acute formation of *Notch* ISC tumour, the formation of *Sox21a* EB tumour is a slow and stochastic process. While *Notch* tumours can be observed only a few days after induction of *Notch*-deficient cells, >20 days is required to observe grade 3 tumours in *Sox21a* flies. Second, the growth of *Notch* tumour relies on the autocrine EGF ligand Spitz^43^ and the JAK/STAT ligand Upd2 (our data), while the growth of *Sox21a* tumour requires the paracrine Upd2, and to a much lesser extent Spitz from EBs. Third, *Sox21a* tumours display a higher level of cellular heterogeneity, which has not been described for *Notch* tumours. Fourth, *Sox21a* tumours are not formed in mosaic intestine where *Sox21a* is mutated clonally, while *Notch*-deficient stem cells can grow into tumour in clones. Finally, our study uncovers a non-cell autonomous effect of ROS in tumour progression caused by metabolic changes in the tumour cells. The implication of ROS in cancer is an emerging theme of research. Thus, our model is likely to serve as a useful tool to study how ROS could play a signalling role to mediate short-range communication between tumour cells and their neighbours.

Many human tumours are composed of cells with different degrees of differentiation, including differentiating progenitors derived from stem cells^11^. Our study highlights the cancerous properties of the differentiating stem cell progenies, which can stimulate stem cells proliferation and display a high cellular plasticity. Promoting the terminal differentiation of cancer cells has long been proposed and studied as a promising therapeutic strategy^58^. With increasing knowledge of genetic control of stem cell differentiation, it would be interesting to explore whether modulating progenitor cell differentiation can combat the progression of cancers.

## Methods

### Tumour-burden quantification and statistical analysis

Tumour burden of flies with different genotypes was quantified as follows. Flies were grown either at 25 °C (for mutant analysis) or at 18 °C (for overexpression analysis) until adulthood. Sorted genotypes were kept at 25 °C (for mutant analysis) or at 29 °C (for overexpression analysis) for 20–22 days. The midguts of flies were dissected and scored for tumour burden based on the criteria described below. Grade 0 midguts carried no tumour (Grade 0) and had progenitor cells that were evenly interspersed by large-nucleated enterocytes (Fig. 3g,k). Midguts with cluster of progenitor cells spanning 3–4 enterocytes were designated grade 1 (Fig. 3h,l). Large tumour mass and multilayering cells growing towards the lumen were features of grade 2 and 3 tumours. While enterocytes were still present in grade 1 and 2 tumours, grade 3 tumours were only composed of progenitors. Tumour border was defined as the place where the density of small-nucleated cells reduces to normal. The enterocytes surrounded by the grade 1 and 2 tumour cells were in the process of being eliminated through JNK activation, and we did not count them as part of the tumour. When a fly gut harboured several tumours, we assigned the final grade to the tumour with the highest grade. Overall, 20–30 flies were scored for each experiment and each experiment was repeated for at least three times. The results were pooled to generate graphs of tumour grade distribution in Excel. *P* values were calculated using *χ*^2^-test, and indicated with *P<0.05; **P<0.01; or ***P<0.001. To test the effect of bacterial infection on tumour burden, Gram-negative bacteria *Erwinia carotovora 15* (*Ecc15*) was orally ingested by 7-day-old *Sox21a* flies at OD_600_=100. The flies were returned to normal food after 2 days on *Ecc15*-containing medium, and scored for tumour burden after recovery for another 7 days. Other significance tests in the paper were done with Student's *t*-test using the Prism 5 software.

### *Drosophila* strains

*Drivers*: *esg-Gal4, tub-Gal80^TS^, UAS-GFP* (referred to as *esg^TS^*)^15^; *Myo1A-Gal4, tub-Gal80^TS^, UAS-GFP* (referred to as *Myo1A^TS^*)^23^; *Su(H)GBE-Gal4, UAS-CD8::GFP; tub-Gal80^TS^* (referred to as *GBE^TS^*)^17^; *Su(H)GBE-Gal4, UAS-nlsGFP, tub-Gal80^TS^* (referred to as *GBE^TS^*, this study); *Dl-Gal4, UAS-GFP, tub-Gal80^TS^* (referred to as *Dl^TS^*)^19^; *Act5C-Gal4* (BDSC25374); MARCM tester FRT2A: *y,w,hsFlp; tub-Gal4, UAS-CD8::GFP; FRT2A, tub-Gal80* (gift from Yanrui Jiang) and *y,w,hsFlp, tub-Gal4, UAS-nlsGFP;;FRT2A, tub-Gal80* (this study); MARCM tester FRT82B: *y,w,hsFlp, tub-Gal4, UAS-nlsGFP;;FRT82B, tub-Gal80* (gift from Ernesto Sánchez-Herrero); *GMR43E09-Gal4* (BDSC46247); *puc^E69^-Gal4* (ref. 59), *miR-8-Gal4^NP5247^*(DGRC104917) and *btl-Gal4, UAS-actGFP* (BDSC8807). *Reporters*: *Su(H)-lacZ* (ref. 60); *puc-lacZ^E69^* (DGRC109029); *Dl-lacZ* (gift from Michael Boutros); *gstD-lacZ* (ref. 61); *10xstat-GFP^D^* (ref. 62); *Mmp2-GFP* (BDSC60512); *Dl-GFP* (BDSC59819); *Cat-GFP* (BDSC51546); *sqh-EYFP-Mito* (BDSC7194). *Mutants*: *upd2^Δ^, upd3^Δ^*, and *upd2-3^Δ^* (ref. 63); *FRT82B, Stat^397^* and *hep^1^*. *UAS lines*: *UAS-hop^tumL^* (gift from James Castelli-Gair Hombría); *UAS-Stat-RNAi* (BDSC35600); *UAS-Sox21a-RNAi* (HMJ21395 and HMJ21325); *UAS-N-RNAi* (VDRC100002); *UAS-bsk^DN^* (BDSC6409); *UAS-kay^DN^* (BDSC7214); *UAS-timp, UAS-Mmp1-RNAi*, and *UAS-Mmp2-RNAi* (ref. 38); *UAS-P35* (BDSC5072); *UAS-EGFR^DN^* (BDSC5364); *UAS-GFP.SKL* (BDSC28881), *UAS-mito-HA-GFP* (BDSC8442); *UAS-Sox21a* (this study); *UAS-spi-RNAi* (VDRC103817); *UAS-krn-RNAi* (VDRC104299); *UAS-wg-RNAi* (VDRC13351 and 104579); *UAS-upd1-RNAi* (VDRC3282); *UAS-upd2-RNAi* (BDSC33949 and NIG5988R1-3) and *UAS-upd3-RNAi* (gift from Hervé Agaisse).

The following lines were recombined to *Sox21a*^*6*^ by mitotic recombination: *FRT2A*, *Dl-lacZ*, *Dl-GFP*, *Cat-GFP*, *puc-lacZ*, *puc*^*E69*^*-Gal4*, *tub-Gal80*^*TS*^, *UAS-timp* and *UAS-Mmp2-RNAi.* Full genotypes of flies used in this study are listed in Supplementary Table 1.

In most of our experiments, we used *Sox21a*^*6*^*/+* flies as control. We did not see any difference between *Sox21a*^*6*^*/+* flies and wild-type flies, indicating that *Sox21a*^*6*^ is a recessive mutation.

### Conditional expression of UAS-linked transgenes

The TARGET system was used in combination with the indicated Gal4 drivers to conditionally express UAS-linked transgenes^64^. Flies were grown at 18 °C to limit Gal4 activity. After 3–5 days at 18 °C, adult flies with the appropriate genotypes were shifted to 29 °C, a temperature inactivating the temperature-sensitive Gal80's ability to suppress Gal4.

### MARCM clone induction

The *Sox21a*^*6*^ allele was recombined to *FRT2A* site for MARCM analysis^22^. For clone induction, 3–5-day-old flies with the appropriate genotypes were heat-shocked for 30 min at 37.5 °C in a water bath. The flies were immediately transferred into a new tube and kept at 25 °C until dissection. Rescue experiments were performed by combining the *UAS-Sox21a* transgene with the *FRT2A*, *Sox21a*^*6*^ or *FRT82B*, *Stat*^*397*^ chromosome. Note that *UAS-Sox21a* was only expressed in the clones indicated by the presence of GFP.

### Generation of *Sox21a* mutant and transgenes

*Sox21a* mutant flies were generated with the method described before^21^ with the guide RNA sequence: 5′- *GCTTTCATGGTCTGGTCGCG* -3′. The alleles originally named *Sox21a*^*SK6*^ and *Sox21a*^*SK8*^ were referred to as *Sox21a*^*6*^ and *Sox21a*^*8*^ in the paper.

To generate the enh::*Sox21a* construct, the following primers (5′- *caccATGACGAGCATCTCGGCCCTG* -3′ and 5′- *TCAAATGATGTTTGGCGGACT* -3′) were used to amplify the 2.8-kb *Sox21a-RA*-coding regions together with the intronic *Sox21a* enhancer from the genomic DNA of a wild-type fly. The PCR product was first cloned into pENTR-D-TOPO (Life Technologies) vector, and then swapped into either pTW destination vector to make *UAS-Sox21aEnh::Sox21a* or pTRW destination vector to make *UAS-RFP-Sox21aEnh::Sox21a*. Transgenic flies were established by standard *P* element-mediated germline transformation. At least three independent lines of each construct were tested for expression level. Note that without the presence of a Gal4 activator, the *UAS-RFP-Sox21aEnh::Sox21a* transgene drives the RFP reporter under the control of *Sox21a cis*-regulatory sequence. Despite the presence of RFP, this construct can rescue the *Sox21a* mutation (Fig. 4c).

### Histology and immunostaining

Flies were transferred overnight into a classical fly food vial containing a filter paper soaked with a solution consisting of 5% sucrose to clear the digestive tract. Then, guts of adult females were dissected in PBS, and fixed for at least 1 h at room temperature in 4% paraformaldehyde in PBS. They were subsequently rinsed in PBS+0.1% Triton X-100 (PBT), permeabilized and blocked in 2% bovine serum albumin PBT for 1 h, and incubated with primary antibodies in 2% bovine serum albumin PBT for overnight at 4 °C. After 1-h washing, secondary antibodies and DAPI were applied at room temperature for 2 h. Phalloidin was added to the secondary antibody incubation step in some experiments. Histology and staining on cross-sectioned guts were done as described previously^65^.

For ROS measurement with DHE, guts were dissected and directly incubated in 30 μM DHE (Life Technologies) and DRAQ5 (BioStatus, 1:200) for 10 min at room temperature, washed twice and mounted for confocal microscopy immediately. GFP expressed under the control of *btl>actGFP* was used to identify the location of tumour, and live-cell dye DRAQ5 was used to visualize all the cells.

Primary antibodies used are as follows: mouse anti-Pros (DSHB, 1:100), mouse anti-Arm (DSHB, 1:100), mouse anti-Dlg (DSHB, 1:100), rabbit anti-Pdm1 (1:500, gift from Xiaohang Yang), rabbit anti-pH3 (Millipore, 1:1,000), chicken anti-GFP (Abcam, 1:1,000) and rabbit anti-βGal (Cappel, 1:1,000). Alexa488-, Alexa555- or Alexa647-conjugated secondary antibodies (Life Technologies) were used. Nuclei were counterstained by DAPI (Sigma), and Alexa555 Phalloidin (Life Technologies) was used to stain F-actin. All the images were taken on a Zeiss LSM 700 confocal microscope, except the whole gut on the Olympus slide scanner. Images were processed using Image J and Adobe Photoshop software. Shown in figures are the maximal intensity projections of all the *z*-stacks taken with the confocal, in the same orientation (anterior to the left, and posterior to the right).

### FACS and RNA-seq

Crosses were set-up at 25 °C to obtain *Sox21a/+* (used as control) or homozygous *Sox21a* flies carrying the *GBE>CD8::GFP* transgenes. Eclosed flies were maintained at 25 °C for 16–18 days. Around 150 flies for each biological replicate were dissected in ice-cold 1 × PBS made with diethylpyrocarbonate (DEPC)-treated water under a dry-ice chilled dissecting microscope, within a 1-h time frame. Proventriculus, hindgut and midgut/hindgut junction were removed to collect only midgut *GBE>CD8::GFP*-positive cells. Trimmed midguts were split in the copper cell region of the middle midgut to obtain both the anterior midgut and the posterior midgut. Three biological replicates were performed. Cell dissociation, FACS sorting, total RNA isolation and messenger RNA amplification were performed according to the method described before^33^. Elastase solution with a final concentration of 1 mg ml^−1^ was used for cell dissociation. Cells positive for GFP and negative for propidium iodide were directly sorted into a tube containing RNA extraction buffer on a BD FACSAria II cell sorter. RNA was isolated using the Arcturus PicoPure RNA Isolation Kit (Life Technologies). Messenger RNA was amplified using a two-step linear amplification protocol with the Arcturus RiboAmp HS Plus RNA Amplification Kit (Life Technologies), with 2 ng total RNA as input. We usually obtained >100-μg amplified antisense RNA. Amplified antisense RNA integrity was determined with an Agilent 2100 Bioanalyzer before complementary DNA library preparation with the TruSeq RNA Sample Prep Kit-v2 (Illumina). RNA-seq was performed on a Hi**-**Seq2000 (Illumina) with 100 nt paired**-**end sequencing. RNA-seq data have been deposited in GEO under the accession number GSE71093.

### RNA-seq data analysis

Pair-end reads were mapped to the *Drosophila melanogaster* genome (release version 6.02) using Bowtie2 (ref. 66) with forward and reverse composition. Each sequencing experiment generated in total >40 million raw reads, and >80% was successfully mapped for each experiment. Gene expression was quantified by the number of paired reads that fall into the exons. Normalization was carried out using the size factor formula^67^. Differentially expressed genes were identified using the method as described^68^. Over-represented gene ontology (GO) terms were computed by PANTHER^69^. GO terms were further filtered if the observed number of genes was <5% of the total input number of genes, and 25% of GO terms were discarded according to the ranking of fold enrichment.

### qRT–PCR primers

*Sox21a_F*: 5′- GGACAGAAGCGTCCATTCAT -3′; *Sox21a_R*: 5′- TGACTTGTTGAGCGTCTTGG -3′

*RpL32_F*: 5′- TCTGCATGAGCAGGACCTC -3′; *RpL32_R*: 5′- ATCGGTTACGGATCGAACAA -3′.

## Additional information

**How to cite this article:** Zhai, Z. *et al*. Accumulation of differentiating intestinal stem cell progenies drives tumorigenesis. *Nat. Commun.* 6:10219 doi: 10.1038/ncomms10219 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
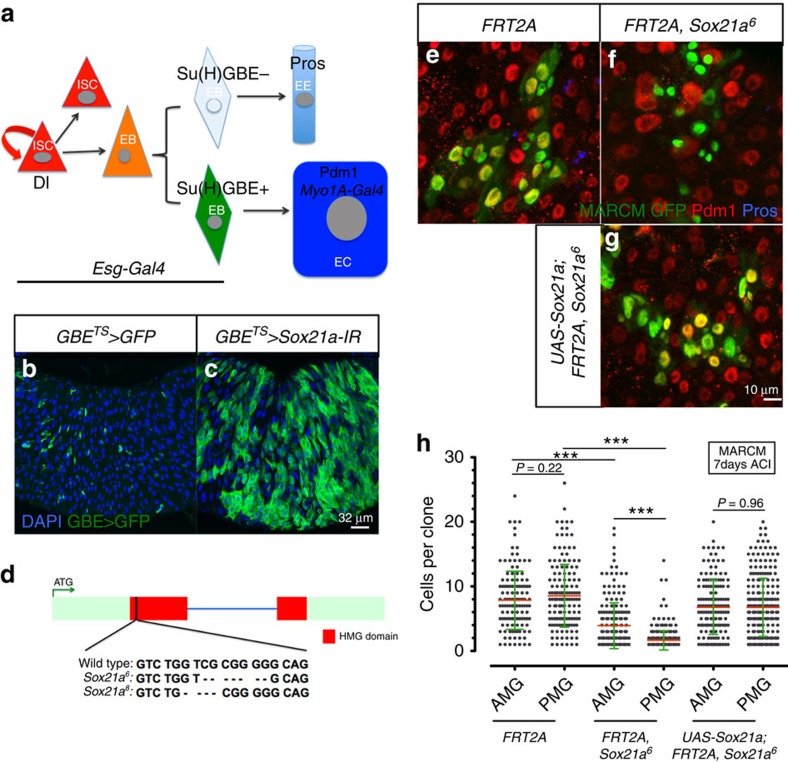
*Sox21a* is required for EB differentiation. (**a**) Model of intestinal stem cell (ISC) lineages. The markers used in this study are *Delta* (*Dl*)*-GFP/lacZ*: ISC, *escargot* (*esg*)-*Gal4* or Armadillo (Arm): progenitors (ISC+EB), *Su(H)GBE-Gal4/lacZ*: EB, Prospero (Pros): enteroendocrine cells (EE), Pdm1 or *Myo1A-Gal4*: enterocytes (EC). (**b**,**c**) Anterior midgut (AMG) of control fly and fly expressing a *Sox21a-RNAi* transgene in EBs for 14 days at 29 °C. Nuclei are stained for 4′,6-diamidino-2-phenylindole (DAPI; blue). EBs express *GBE>GFP* (green). (**d**) Schematic representation of *Sox21a* mutant alleles generated with CRISPR/Cas9 method. Sequences deleted are represented with dashed line. (**e-g**) Representative images of GFP-labelled MARCM clones from AMG of flies with indicated genotypes at 7 days after clone induction (ACI). Pdm1 (red) and Pros (blue). (**h**), Quantification of MARCM clone size for both AMG and posterior midgut (PMG) of experiments in **e**-**g**. Mean and s.e.m. are shown in **h**, with 136, 160, 221, 324, 166 and 274 clones (left to right) scored from 16 flies as a representative of three independent experiments. *P* values from Student's *t*-test (*P<0.05; **P<0.01; ***P<0.001). One representative image from 16 midguts tested in one experiment, which was repeated three times, is shown in **b**,**c** and **e-g**.

**Figure 2:**
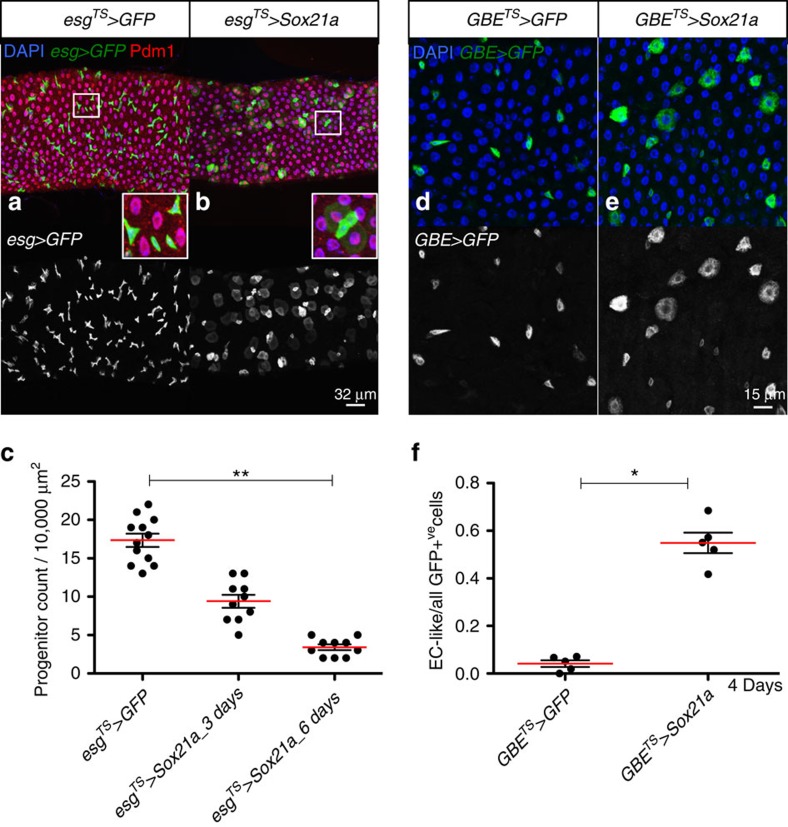
*Sox21a* is sufficient to drive differentiation. (**a**,**b**) AMG of flies overexpressing GFP (control, **a**) or *Sox21a* (**b**) in progenitor cells using *esg*^*TS*^ driver for 2 days at 29 °C. *esg>GFP* channel is also shown. Insets show a high-magnification view. Pdm1 staining is shown in red. (**c**) Quantification of the number of progenitor cells in a 10,000-μm^2^ area in AMG of control and overexpressing *Sox21a* for 3 and 6 days (*n*=12, 10 and 10, respectively). (**d**,**e**) AMG of flies overexpressing GFP (control, **d**) or *Sox21a* (**e**) in EBs using *GBE*^*TS*^ driver for 4 days at 29 °C. *GBE>GFP* channel is also shown. (**f**) Quantification of the ratio of newly formed EC-like cells to all the GFP-positive cells in AMG of control and overexpressing *Sox21a* for 4 days (*n*=5). Error bars indicate s.e.m. (**c**,**f**). *P* values from Student's *t*-test (*P<0.05; **P<0.01; ***P<0.001) are shown in **c** and **f**, and the results represent three independent experiments. One representative image from 12 midguts tested in one experiment, which was repeated three times, is shown in **a**,**b**,**d** and **e**.

**Figure 3:**
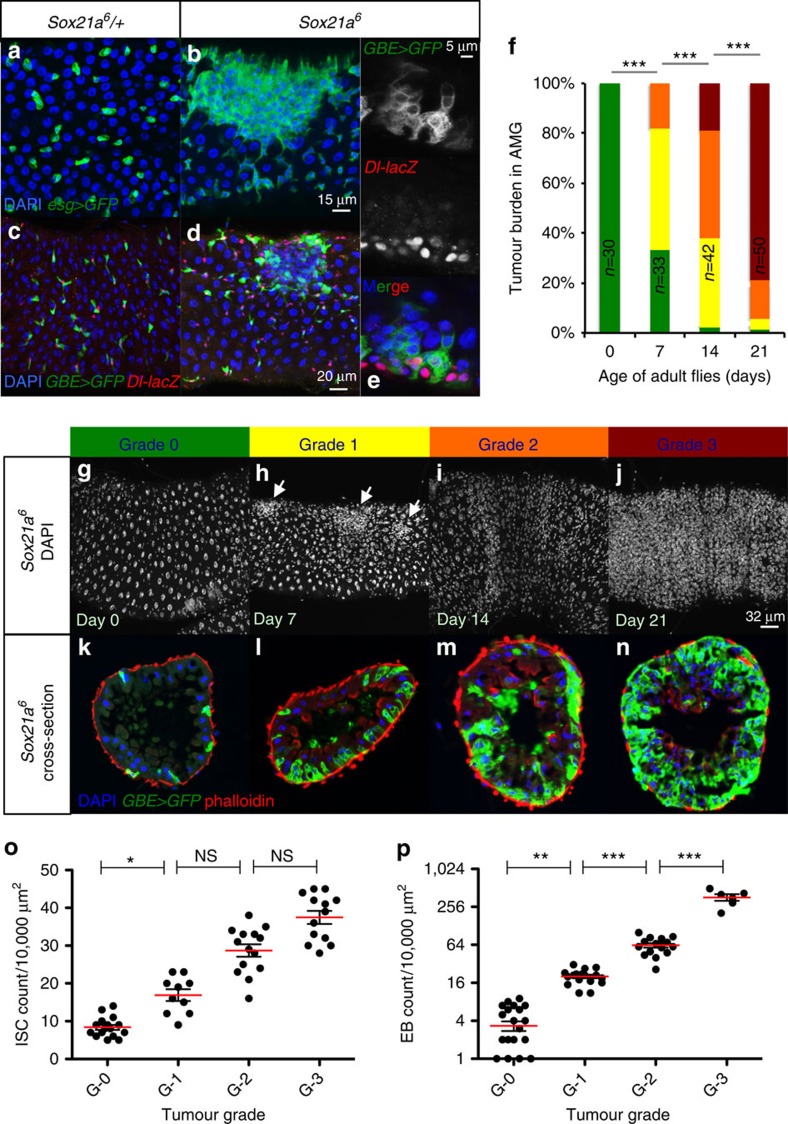
Characterization of *Sox21a* tumours. (**a**–**d**) AMG of 10-day-old *Sox21a/+* (control, **a**,**c**) and *Sox21a* flies (**b**,**d**), carrying either *esg>GFP* (**a**,**b**) or *Dl-lacZ* and *GBE>GFP* (**b**,**d**). (**e**) A confocal section to show the basal–apical (bottom-up) organization of ISCs and EBs in *Sox21a* fly. (**f**) Quantification of tumour burden of *Sox21a* flies at the indicated age at 25 °C (*n*=30, 33, 42 and 50, respectively). (**g**–**n**) Superficial view (**g**–**j**, DAPI) and cross-sections (**k**–**n**, EBs in green, phalloidin in red) of intestines from *Sox21a* flies. Tumour grade is colour-coded from green (grade 0) to red (grade 3). Arrows indicate small clusters of progenitor cells (**h**). (**o**,**p**) Quantification of the number of ISCs (**o**) and EBs (**p**) in a 10, 000-μm^2^ area from tumours of different grade (*n*=16, 10, 14 and 13, respectively in **o**; *n*=24, 17, 15 and 6, respectively in **p**). Error bars indicate s.e.m. (**o**,**p**). *P* values in **f** from *χ*^2^-test, and in **o** and **p** from Student's *t*-test (*P<0.05; **P<0.01; ***P<0.001; NS, not significant). Each plot (**f**,**o**,**p**) is representative of three biological replicates. Each image shown in **a**–**e** and **g**–**n** represents 25 flies tested in one experiment and repeated three times.

**Figure 4:**
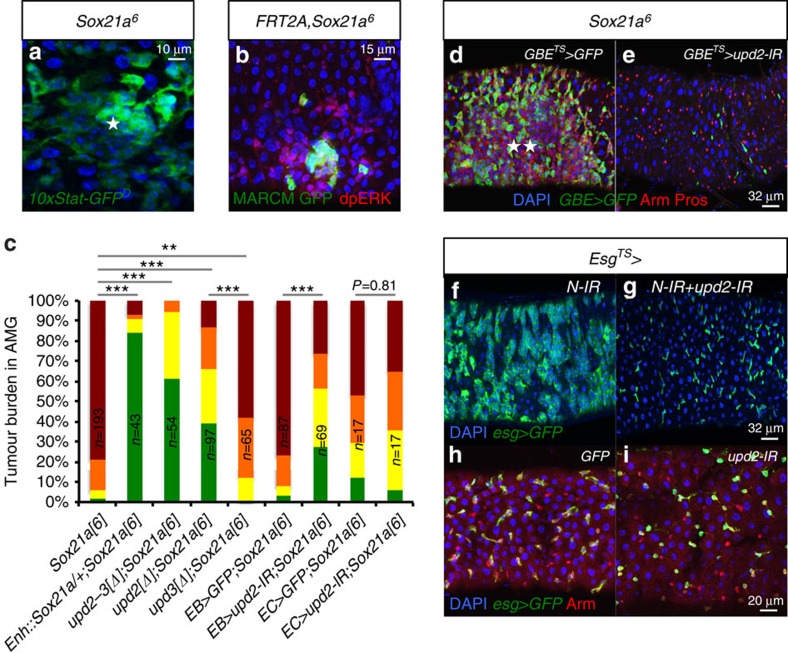
EB-derived *upd2* is essential for tumour growth and ISC maintenance. (**a**) AMG of 10-day-old *Sox21a* flies stained for *10xSTAT-GFP*^*D*^(green) shows increased JAK/STAT activity in the tumour (indicated by a star). (**b**) AMG containing GFP-labelled *Sox21a* mutant clone stained for dpERK (red) at 16 days ACI. dpERK staining is observed around the *Sox21a* clone. (**c**) Tumour burden of flies with the indicated genotypes kept at 25 °C (mutant analysis) or 29 °C (overexpression analysis) for 21 days. *Enh::Sox21a* is a rescue construct with *Sox21a* under the control of its own enhancer sequence. ‘*EB*>' refers to the EB driver *GBE*^*TS*^, and ‘*EC>*' refers to the enterocyte driver *Myo1A*^*TS*^. Numbers of flies scored for each genotype are indicated. (**d**,**e**) Expressing GFP (**d**, control) or *upd2-RNAi* (**e**) in EBs of *Sox21a* flies placed for 21 days at 29 °C. Gut was stained with Armadillo (Arm; red, plasma membrane for progenitors) and Prospero (Pros, red, nuclear, for enteroendocrine cells). EBs are marked by *GBE>GFP* (green). (**f-g**) AMG of flies depleted for *Notch* (*N*) alone (**f**) or in combination with *upd2* (**g**) for 4 days at 29 °C. The expression of *upd2-IR* in progenitors reduced tumour formation. (**h**,**i**) AMG of flies expressing GFP (control, **h**) or *upd2-RNAi* (**i**) in the progenitor cells using the *esg*^*TS*^ driver for 14 days at 29 °C shows that *upd2* is required for basal stem cell maintenance. Progenitors are shown by *esg>GFP* in green (**f**–**i**) and by Arm immunostaining (**h**,**i**). *P* values in **c** (repeated three times) from *χ*^2^-test (*P<0.05; **P<0.01; ***P<0.001). Each other individual image shown in **a**,**b** and (**d**–**i**) represents 20 flies tested in one experiment repeated three times.

**Figure 5:**
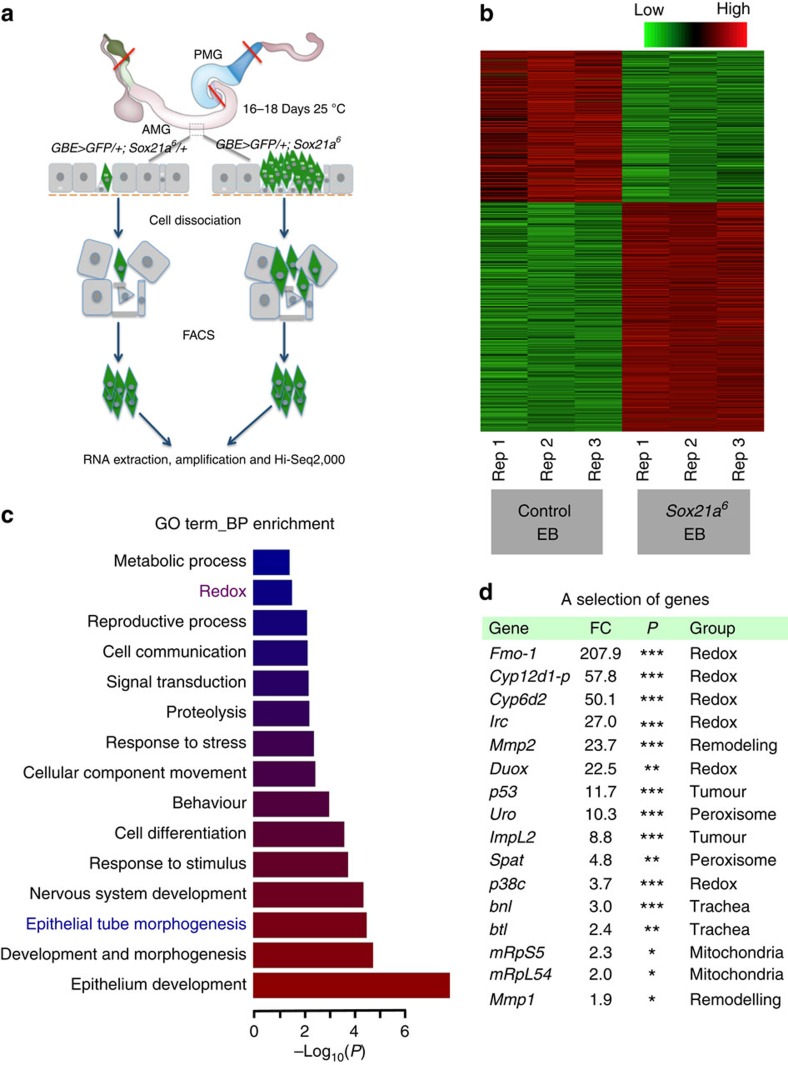
EB-specific transcriptomics. (**a**), Transcriptional profiling of *Sox21a/+* (control) and *Sox21a* EBs by RNA-seq was performed with messenger RNA isolated from FACS-sorted EBs based on the presence of *GBE>GFP* fluorescent signal (see Method part for details). (**b**) Clustering of 1,080 differentially expressed genes (*P*<0.05, Robinson and Smyth exact test) between *Sox21a/+* and *Sox21a* EBs revealed that biological repeats (triplicates) cluster together. Columns correspond to replicate and rows to different genes. Relative expression level is indicated by the colour key shown at the top. (**c**) The 1,080 genes with differential expression were classified based on their gene ontology (GO) terms for biological process (BP). Enrichment of each GO term is shown with the *P* value. Red terms are the most significantly enriched ones. Redox and epithelial tube morphogenesis, described afterwards in the paper, are in red and blue, respectively. (**d**) A selection of genes upregulated in *Sox21a* EBs. Fold change (FC), the range of *P* values (*<0.05; **<0.01; ***<0.001) and the gene function groups are shown.

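Across the 11400 tested transcripts, on the log2(value + 1) scale, libraries of the same group correlated more closely than libraries of different groups. The 3 pairs of control libraries had correlations of 0.974, 0.978 and 0.989, and the 3 pairs of Sox21a libraries 0.985, 0.988 and 0.991. Between the groups the correlations were from 0.915 to 0.930. These are correlations across genes, which are not independent replicates. Control replicate 1 stood apart from the other controls, with a median absolute log2 difference of 0.371 from replicate 2 and 0.357 from replicate 3, where replicates 2 and 3 differed by 0.214. No pair of libraries had the same number of steps for more than 1.46% of transcripts.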

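All 16 genes of Fig. 5d had an adjusted p under 0.05 here (limma with Benjamini-Hochberg adjustment), and 16 also after rescaling on expressed transcripts. The authors chose these genes as raised in the same libraries, so their passing is not independent support. Of the 16, the authors' deposited table lists 12, and by its adjusted p 8 are under 0.05. Fmo-1 (FBgn0034943) had the largest rise of the 16, from 4.33 ± 3.06 (SD, n = 3) in control EBs to 930 ± 168 (SD, n = 3) in Sox21a EBs. Its control values were close to the smallest in the table, so the log2 fold change of 7.58 (standard error 0.38, adjusted p = 3.1e-05 from limma) is on the log2(value + 1) scale. Irc (FBgn0038465) rose from 44.9 ± 1.77 to 1256 ± 516 (SD, n = 3 each). The FGF receptor gene btl (FBgn0005592) rose from 767 ± 147 to 1889 ± 384 (SD, n = 3 each; log2 fold change 1.29, adjusted p = 0.0045 from limma, and 0.020 with the replicate number as a block). The FGF gene bnl (FBgn0014135) rose from 650 ± 132 to 1997 ± 421 (SD, n = 3 each; log2 fold change 1.62, adjusted p = 0.0019, and 0.012 with the block). Of 44 tested genes named in the paper or added as a paralog, 26 passed when adjusted over all transcripts and 32 when adjusted over these genes alone.

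**Figure D1:**
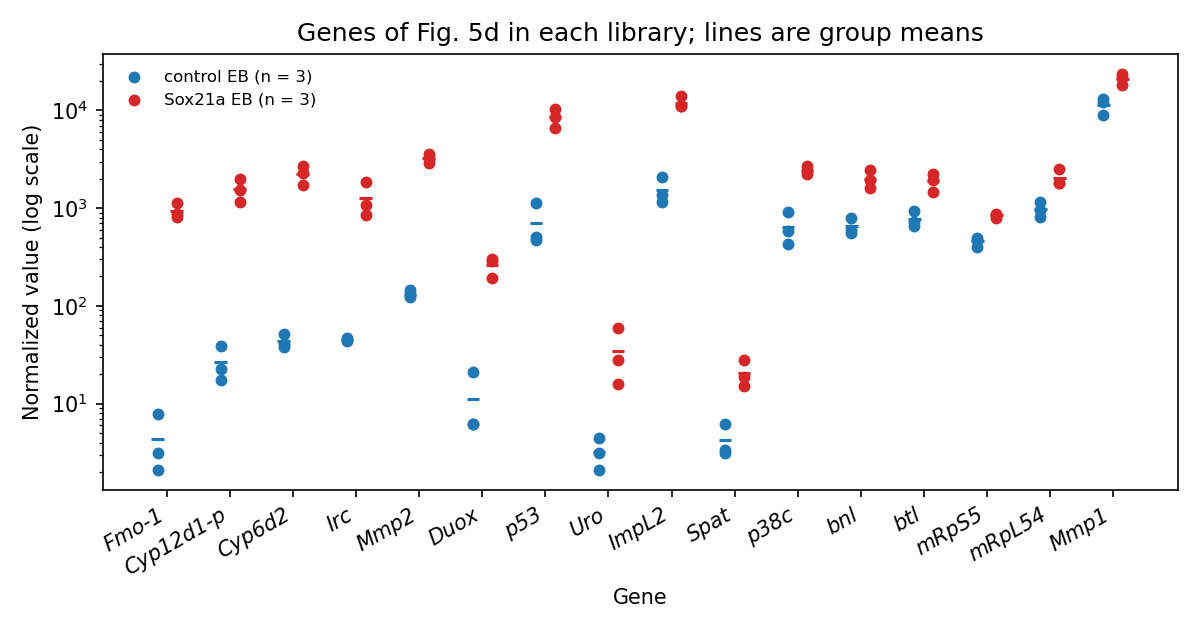
Normalized value (vertical axis, log scale, in units of size-factor-normalized reads) of the 16 genes of Fig. 5d in each library. Points are single libraries of control EBs (n = 3) and Sox21a EBs (n = 3), and short lines are group means. Fmo-1 has the lowest control values relative to its Sox21a values, and Mmp1 the highest level in both groups.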

**Figure 6:**
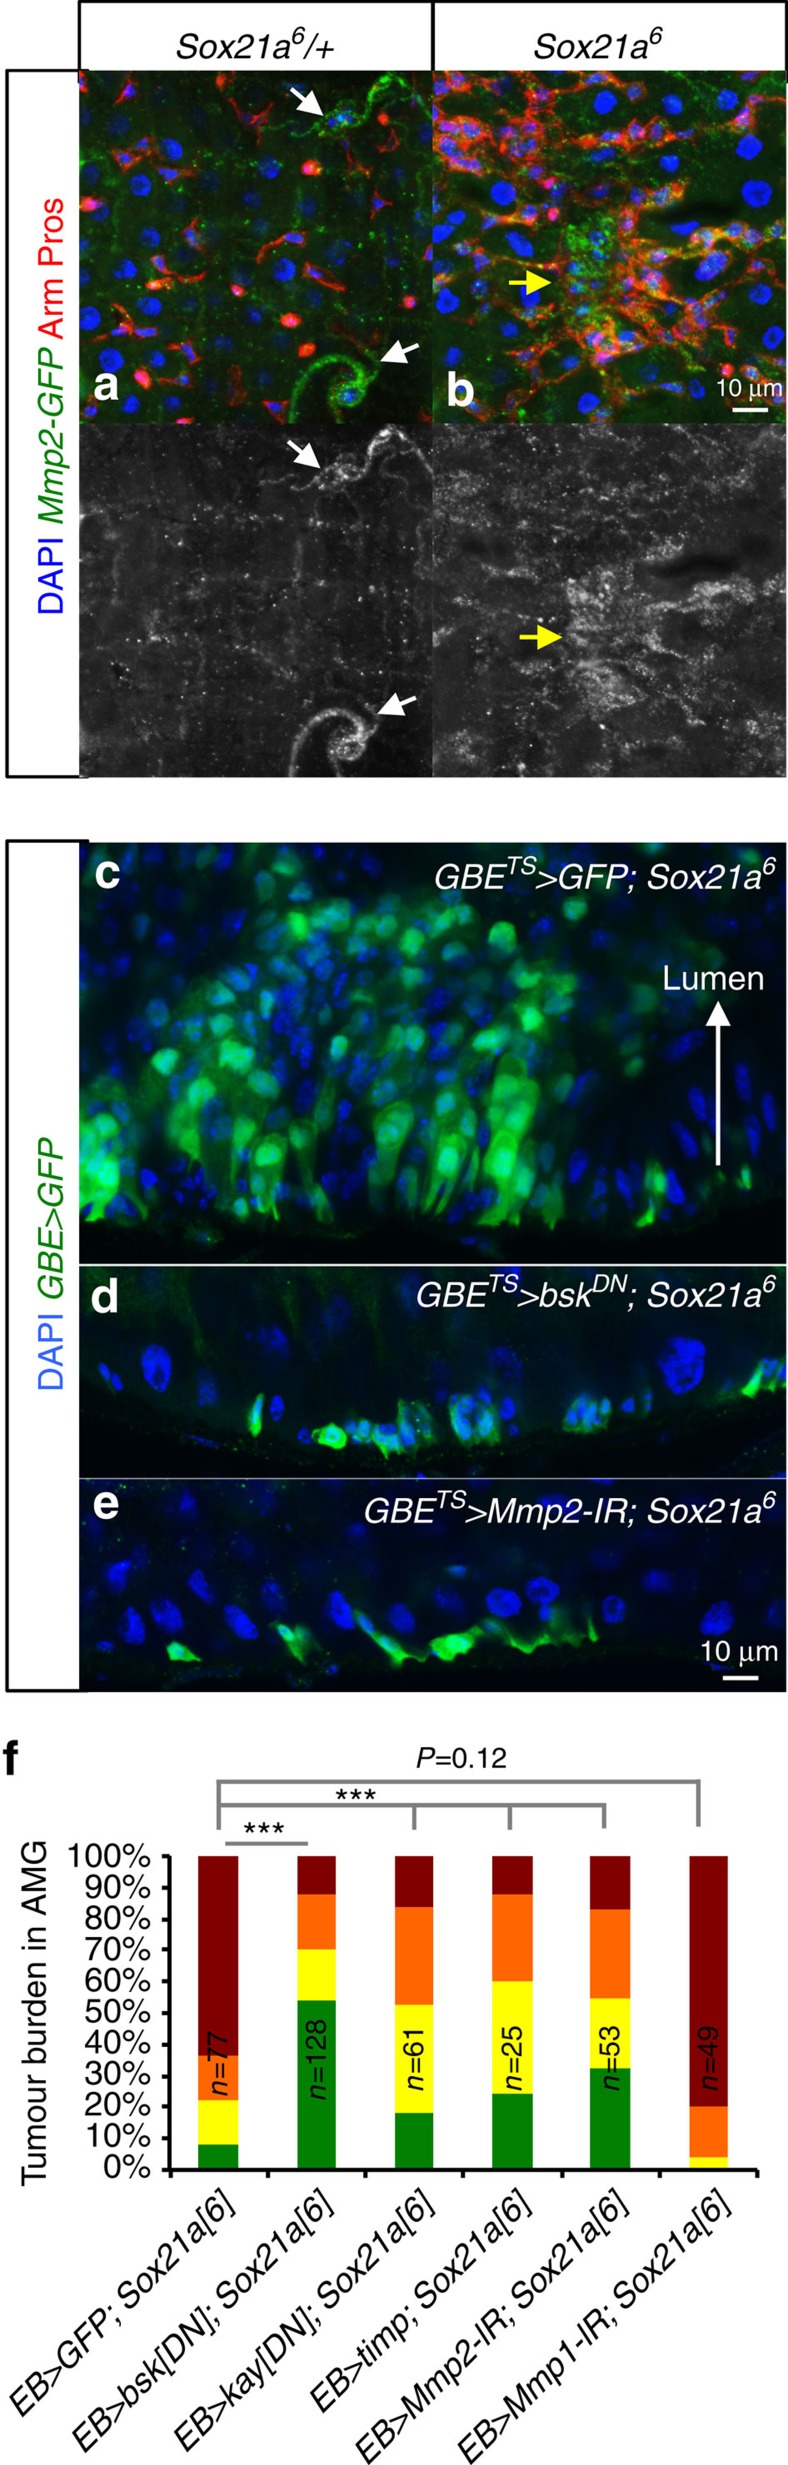
Mmp2 is required for tumour progression. (**a**,**b**), Expression of Mmp2 detected with an endogenous *Mmp2-GFP* fusion protein in the AMG of 10-day-old *Sox21a/+* (control, **a**) and *Sox21a* flies (**b**). Arm (red, plasma membrane) and Pros (red, nuclear). Note that Mmp2 is only expressed in tracheal cells in the control (arrows in a), while it is expressed in the midgut progenitor cells (Arm positive) in *Sox21a* flies (arrow in **b**). (**c**–**e**) Confocal sections of *Sox21a* intestines expressing GFP (control, **c**), *bsk*^*DN*^ (**d**) or *Mmp2-RNAi* (**e**) in EB for 21 days at 29 °C. EBs are in green. (**f**), Tumour burden in AMG of flies with the indicated genotypes monitored at 21 days at 29 °C. Kayak (Kay) encodes the c-fos component of the JNK transcription factor AP-1. *timp* encodes a protein inhibitor of matrix metalloproteinase. Numbers of flies scored for each genotype (in biological triplicates) are indicated in **f**. *P* values from *χ*^2^-test (*<0.05; **<0.01; ***<0.001). Each other individual image shown in **a**–**e** represents 20 flies tested in one experiment, which was repeated three times.

**Figure 7:**
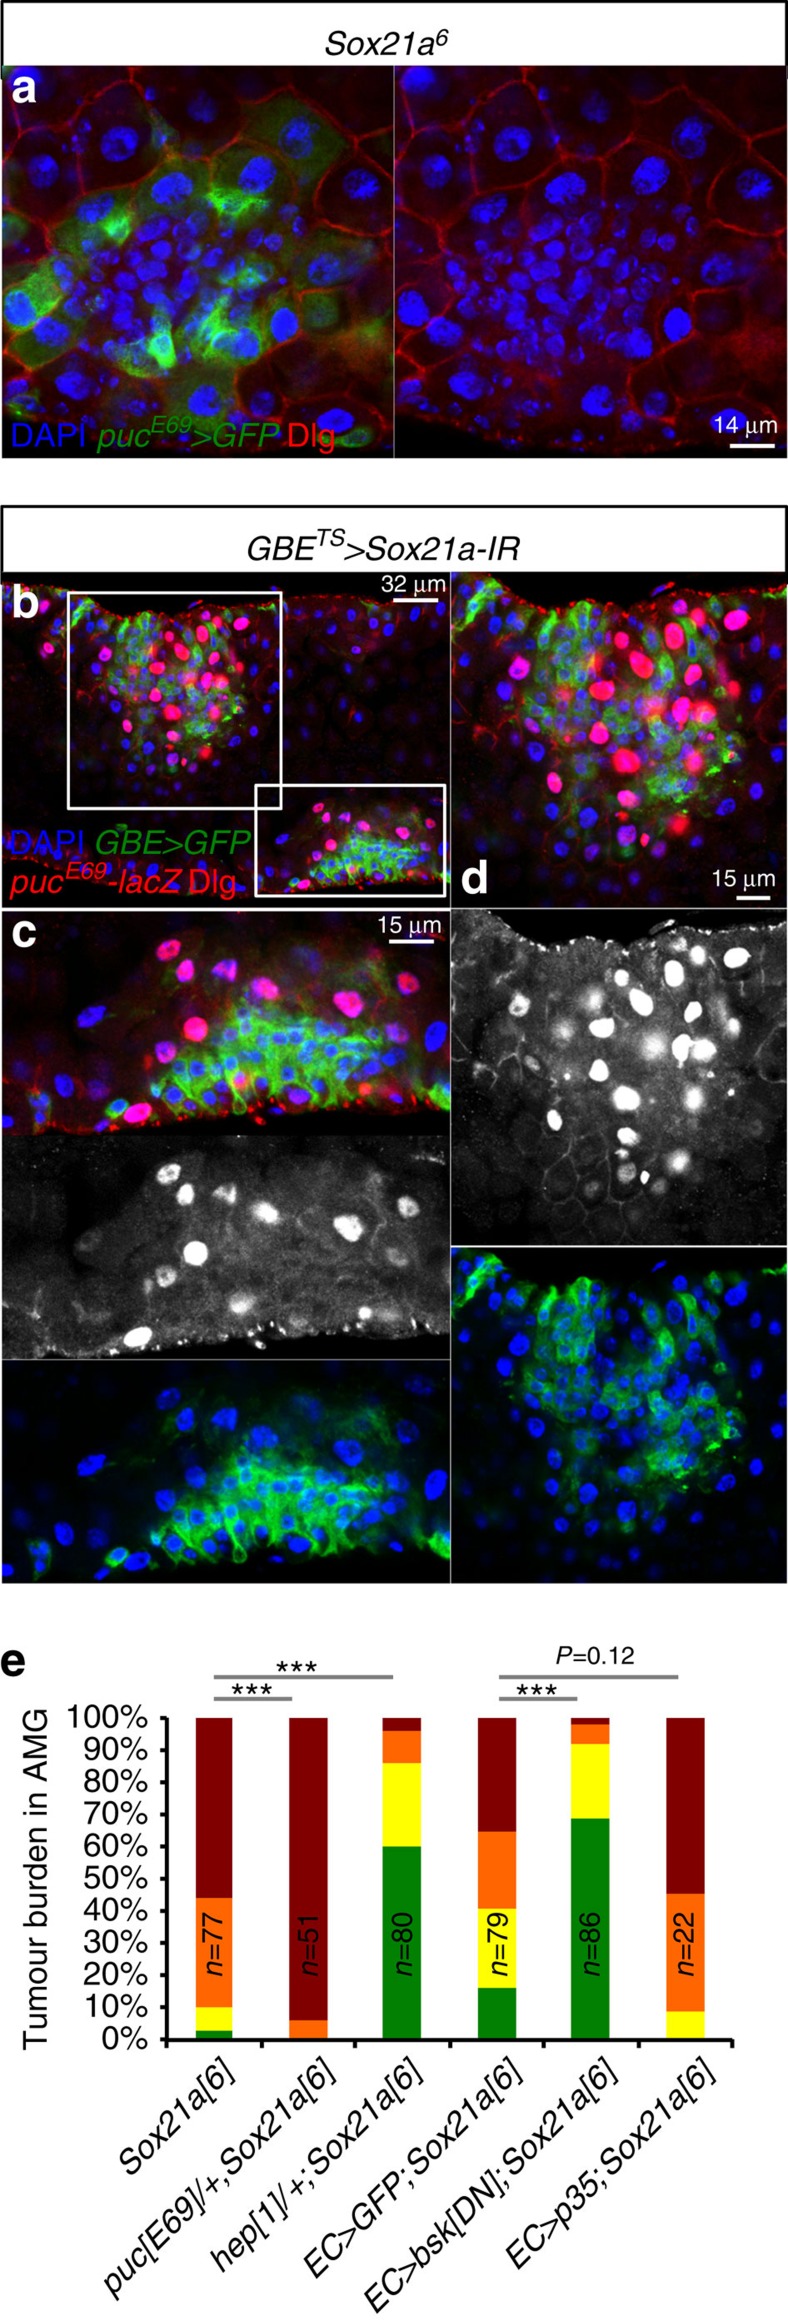
Tumour-induced elimination of surrounding enterocytes requires JNK activation. (**a**) Two-week-old *Sox21a* intestine stained with the JNK activity reporter *puc*^*E69*^*-Gal4 UAS-GFP* (in green) and the basolateral cell-polarity marker Discs large (Dlg, in red). (**b**–**d**) Confocal section of intestine with EB-specific depletion of *Sox21a* for 2 weeks, stained with the JNK activity reporter *puc*^*E69*^*-lacZ* (red, nuclear) and Dlg (red, plasma membrane). EBs (*GBE>GFP*) are in green. (**c**,**d**) High-magnification view of two tumours defined in **b**. (**e**) Tumour burden in AMG of flies with the indicated genotypes monitored at 21 days. Flies were kept at 25 °C (for mutants) or 29 °C (for misexpression). Numbers of flies scored for each genotype (in biological triplicates) are indicated in **e**. *P* values from *χ*^2^-test (*<0.05; **<0.01; ***<0.001). Each other individual image shown in **a**–**d** represents 20 flies tested in one experiment, which was repeated three times.

**Figure 8:**
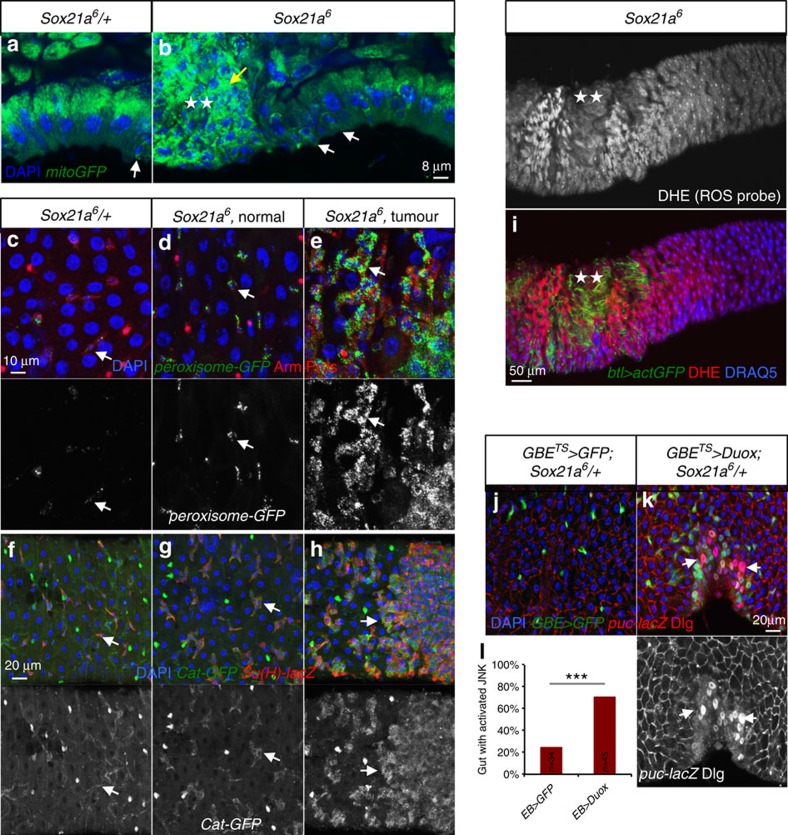
Increase of ROS at the border of *Sox21a* tumours. (**a**,**b**) Confocal sections of 2-week-old *Sox21a/+* (control, **a**) and *Sox21a* (**b**) intestine expressing the mitochondrial-targeting GFP (*mitoGFP*, green) driven by *Act5C-Gal4*. While *mitoGF*P signals are found in progenitors of wild-type and *Sox21a* flies (white arrows in **a** and **b**), a higher level of mitochondrial signal (yellow arrow in **b**) was observed at the site of *Sox21a* tumour (indicated with two stars). (**c**–**e**,**f**–**h**) Two-week-old *Sox21a/+* (control, **c**,**f**) and *Sox21a* (**d**,**e**,**g**,**h**) intestine either expressing a GFP fusion protein targeting the peroxisome (*peroxisome-GFP*, green) driven by *Act5C-Gal4* (**c**–**e**) or a Catalase (Cat)-GFP protein trap (**f**–**h**). Shown are regions from the AMG of *Sox21a* flies without (**d**,**g**) or with tumour (**e**,**h**). Signals corresponding to peroxisomes and Cat are both enriched in progenitor cells of *Sox21a* flies (*Sox21a*^*6*^, normal) compared with control flies (*Sox21a*^*6*^/+), and are further enhanced in *Sox21a* tumour sites (*Sox21a*^*6*^, tumour; indicated by arrows). Progenitors are marked by Arm (red, plasma membrane) in **c**–**e**. EBs are marked by *Su(H)-lacZ* in **f**–**h**. (**i**) ROS distribution in *Sox21a* intestine as revealed by dihydroethidium (DHE) staining of unfixed tissue. Cells are visualized by the live-cell DNA-dye DRAQ5 (blue) and tumour by the expression of *btl>actGFP* (green, indicated by two stars). (**j**–**l**) Representative images (**j**,**k**) and quantification (**l**) of *puc-lacZ* expression in *Sox21a/+* flies either expressing GFP (control, **j**,**l**) or *Duox* (**k**,**l**) in EBs for 10 days at 29 °C. Examples of enterocyte with activated JNK signalling are indicated by arrows (**k**). Numbers of flies scored for each genotype (in biological triplicates) are indicated in **l**. *P* values from *χ*^2^-test (*P<0.05; **P<0.01; ***P<0.001). Each individual image shown in **a**–**k** represents 12 flies tested in one experiment (in three biological replicates).

**Figure 9:**
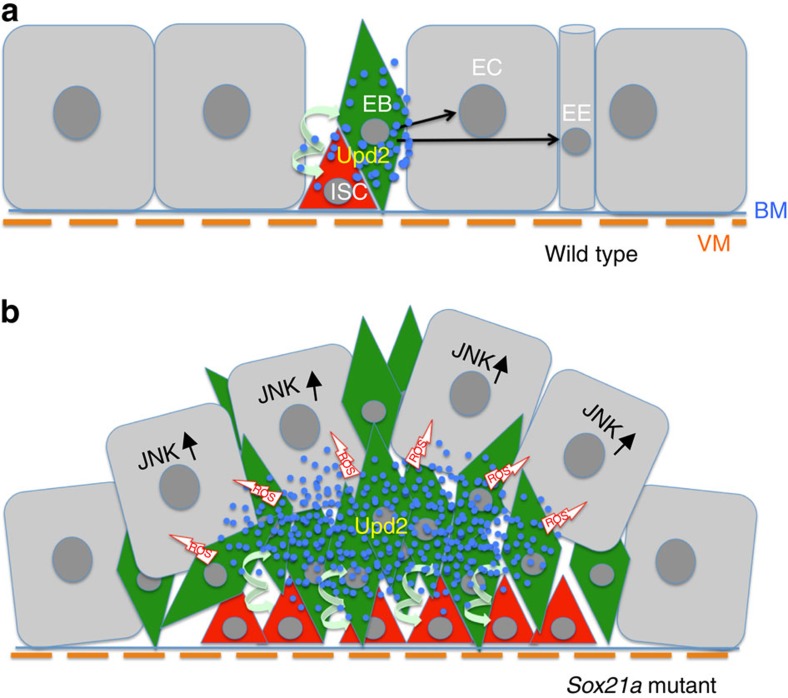
Model of *Sox21a* tumour initiation and progression. (**a**) Schematic representation of a wild-type intestinal epithelium. Intestinal stem cells (ISCs) are localized basally close to the basement membrane (BM) and visceral muscles (VMs). ISCs self-renew and differentiate to generate differentiating progenitors, the enteroblasts (EBs), which will then further differentiate into either enterocytes (ECs) or enteroendocrine (EE) cells. Progenitors express Upd2 (blue dots) stimulating basal level ISC turnover. (**b**) The *Sox21a* mutation blocks the differentiation of EBs to ECs or EE cells, resulting in the accumulation of EBs. Clustered EBs create a centre with high Upd2 level that simulates ISCs division, generating more differentiation-defective EBs. EB tumour cells eliminate flanking ECs by delamination probably under the action of ROS and mechanical pressure. Elimination of flanking ECs, a process requiring JNK signalling activation, further provides space and mitogens allowing tumour progression.

How the deposited data were processed for this re-analysis (not part of the article)

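RNA-seq was compared between EBs sorted from control and from homozygous Sox21a flies, 3 libraries of each. The methods give the control as Sox21a/+ and the sample labels as wild-type; the paper's genotype was used. The labels also name the anterior midgut, which the paper shows in Fig. 5a. Replicate numbers come from the sample labels.

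The authors mapped paired reads to release 6 of the genome with Bowtie2, counted reads in exons and normalized them by size factors. The unit of the deposited table is a signal, the normalized reads of each transcript. In each library every value is a whole multiple of 1 step, and the smallest is 2 steps, so that 2 was either added or used as a floor before division. Whether it was added or used as a floor is not described. The method of the authors' adjustment is not described. The deposited table of comparisons holds the authors' log2 fold change, p-value and adjusted p-value for 1242 transcripts. The log2 fold changes deposited by the authors equal the log2 ratio of the group means of the per-library table. The number of per-library columns left out was 0.

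The main test was limma 3.58.1 (R 4.3.3), lmFit and eBayes without a trend, on log2(value + 1), for transcripts with a mean of at least 10 over the 6 libraries, with the Benjamini-Hochberg adjusted p under 0.05. Genes were counted when at least 1 of their transcripts was called. Isoforms of a gene can share the same reads. Fold changes on this scale understate the change of low transcripts. A value of 5 steps or less (3 counts above the smallest value) was taken as the detection limit, which was between 4.92 and 5.58 in normalized values. Depth in steps is given at the experiment's first passage. Amplified reads are not independent molecules, so limits of this kind cover counting error only. Count models such as edgeR and DESeq2 were not used.

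Families were tested with Fisher's exact test, two-sided (scipy 1.17.1), over the tested genes. Gene ontology annotation was not used here. Positions are from the Ensembl annotation of BDGP6, the same Release 6 assembly as in the methods, and 17018 of the 17321 gene identifiers matched a current symbol. mir-8 was not analysed here. Overlaps between genes are given for some of the named genes, and 1 is not reported here. Other computation used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

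The genes named are the genes and markers the paper names apart from mir-8, leaving out genes that it names only in drivers, reporters, pathway names or genotypes of other tumour models, with pdm2 as the paralog of nub. arm, a progenitor marker in the figure legends, was added to them after the data were seen. Also named are, of genes past the adjusted p, the 5 largest rises and 5 largest falls among those with a mean of at least 100 and groups that do not overlap. Alternatives set before the data were examined were an unadjusted p, an adjusted p under 0.01, a change of at least 2-fold, pseudocounts of 0.1 and 10, no filter, the replicate number as a block, each library left out, and for families a background with a mean of at least 100. Rescaling by median-of-ratios factors from transcripts with a mean of at least 100, that rescaling with the block or with a 2-fold minimum, subtracting the smallest value, a limma trend, 1 transcript per gene and, for families, the block were added after the data were seen.

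The scripts were tested on simulated data. Of 200 changed transcripts, 74.5% were called, and 91.2% of the 136 changed at least 4-fold, with 8 of 11200 unchanged transcripts called. Far fewer transcripts were changed there than were called in the data, and no offset or shared replicate effect was simulated. These rates therefore do not carry over to the calls reported here. Of 1000 simulated random families, 3.6% had p under 0.05.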

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

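The tests in this part were set after the changes of these genes had been seen, and the test of chromosome 3 after their positions had been seen. The tests of marker lists were changed to 1 transcript per gene after their first results had been seen.

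The paper does not discuss 9 of the 10 largest rises and falls. The rises were AttD (log2 fold change 8.01), CG13117 (7.93), Drsl3 (7.32) and CG43175 (6.73), and the falls were CG17192 (-6.81), CG7900 (-6.31), grim (-6.31), CR45975 (-5.89) and Cyp6w1 (-5.67). Each drew attention because its 3 Sox21a libraries lay apart from its 3 control libraries. By their names, AttD and Drsl3 belong to families of antimicrobial peptides, and grim is a cell death gene. grim and CR45975 overlap on the same strand, so they are not separate observations. The values of AttD were 52.0 ± 6.86 and 13643 ± 1126 (SD, n = 3 each), and those of grim 435 ± 8.03 and 4.99 ± 2.66.

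Scaling was tested first. After rescaling on expressed transcripts, the highest adjusted p among the 10 was 0.00186, but this step moves every transcript of a library by 1 factor, and the median log2 fold change of all tested transcripts only from 0.21 to 0.02. It could not have undone changes of this size, so it decides nothing by itself. An offset of 0.21 is smaller in size than each of the 10 changes, which go both ways, so an offset of that size does not account for them. Of the 10, 7 lie on chromosome 3, among them 4 of the 5 falls. Because the Sox21a chromosome is homozygous in one group only, variants linked to it are a candidate source. Among other genes changed at least 4-fold, 47.4% lay on chromosome 3 against 43.9% of the remaining genes (odds ratio 1.15, Fisher's exact p = 0.091), which does not pass a threshold of 0.05. That test covers the chromosome as a whole, and variants close to these 7 genes were not tested.

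RNA from other cells was tested with marker lists, against 10000 random lists of genes matched on mean level. The median log2 fold change lay at percentile 69.7 for visceral muscle, 0.46 for haemocytes and 99.4 for tracheal cells, and at percentile 0 for enterocytes and 100 for enteroendocrine cells. The haemocyte median was thus low, opposite to what RNA from haemocytes would give for the rises. In the family test, 4 of 5 haemocyte genes were lower where 0.525 were expected (adjusted p = 0.0024 from Fisher's exact test). Less haemocyte RNA in Sox21a EBs is therefore not excluded for the falls. For enteroendocrine cells, 5 of 11 genes were higher where 2.73 were expected (adjusted p = 0.24 from Fisher's exact test). With at least a 2-fold change, 5 were higher where 1.43 were expected (adjusted p = 0.019). Rescaled with the 2-fold minimum, 3 were higher where 1.14 were expected (adjusted p = 0.16). The replicate block gave 4 (adjusted p = 0.64), and rescaling alone gave 3 (adjusted p = 0.58). The gene pros was lower (log2 fold change -1.43, adjusted p = 0.019 from limma). That call was kept in 3 of the 6 fits that each left out 1 library. Between 4 and 25 genes of each list were tested, under 80% of each list, so no list decides the question. Lower enterocyte genes may reflect either less enterocyte RNA or a block in differentiation, since both predict percentile 0. Higher tracheal genes may likewise reflect tracheal cells among the sorted cells, at percentile 99.4. For btl, which is on that list, the paper saw its reporter in some Sox21a EBs, so its rise need not come from tracheal cells. The medians themselves were 0.44 for visceral muscle, -1.24 for haemocytes, 1.17 for tracheal cells, -1.70 for enterocytes and 1.59 for enteroendocrine cells, smaller in size than any of the 9 changes. A change in the mix of these cells is not excluded by lists this short, and the rises and falls cannot be told apart from RNA of cells outside these lists, which was not tested. Reads shared between Drsl or Att paralogs were not tested.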

How the results depend on the processing

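The choices described here were made before the data were examined, except where stated. Planned edgeR and DESeq2 tests, TMM normalization and count filters were not run. The alternative for a file with only the authors' comparison did not apply.

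The 3376 genes became 1623 (1140 higher, 484 lower) at an adjusted p under 0.01 and 1833 (1242 higher, 592 lower) with at least a 2-fold change. Across the 6 fits that each left out 1 library they ranged from 2108 to 4321, with 1454 to 3085 higher and 650 to 1247 lower. A block on the replicate number gave 3608 genes, of which 3171 were shared with the 3376. Rescaled with the block, a setting added after the data were seen, 1510 genes were lower. In the other settings run the count stayed within 1.5 times 3376: 4532 at an unadjusted p, 3348 with a pseudocount of 0.1, 3213 without a filter, and, added after the data were seen, 3176 rescaled, 3271 with the smallest value subtracted, 3835 with a limma trend and 3248 with 1 transcript per gene. The share of higher genes was 70.3% with the authors' size factors and 53.2% rescaled.

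For families, values are the number called over the number expected. At an unadjusted p, Cytochrome P450 higher was 0.558, mitochondrial ribosomal proteins higher 1.68, peroxins higher 0 and tracheal higher 2.25. With at least a 2-fold change, Cytochrome P450 higher reversed to 1.18, mitochondrial ribosomal proteins higher to 0.211, cytoplasmic ribosomal proteins lower to 0, enteroendocrine lower to 1.47 and muscle lower to 0, while glutathione S-transferases higher was 0.241, enterocyte higher 0.308, tracheal higher 4.82 and enteroendocrine higher 3.50. With a background of mean at least 100, enterocyte higher was 0.228, enteroendocrine lower reversed to 1.14 and muscle higher to 0. In the replicate block fit, cytoplasmic ribosomal proteins lower was 1.36 and muscle higher reversed to 0.750. Rescaled, mitochondrial ribosomal proteins higher reversed to 0.620 and enteroendocrine lower to 1.17. Rescaled with a 2-fold change, Cytochrome P450 higher reversed to 1.31, mitochondrial ribosomal proteins higher to 0, cytoplasmic ribosomal proteins lower to 0, enteroendocrine lower to 1.16 and muscle lower to 0; glutathione S-transferases higher was 0, enterocyte higher 0 and tracheal higher 4.84. The cause was not tested.

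Of the named genes, hop reversed to -0.17 when rescaled, with or without the block. With each library left out, Sox21a ranged from -0.14 to 0.0621, upd2 from -0.0812 to 0.66 and hop from -0.0942 to 0.22; none of these 3 passed the threshold in any of those fits. Over the named genes, 332 comparisons under the other alternatives kept direction and side of the threshold, 34 newly passed it and 3 (Myo31DF with the block, and arm rescaled, with or without the block) no longer did. Over the fits that each left out 1 library, 278 kept both, 24 no longer passed and 8 newly passed. The floor of the table limits the fold changes of genes with low values in one group, among them Uro, Spat, Fmo-1, Duox, Drsl3, CG7900, grim and CR45975. Spat was 1.09 with a pseudocount of 10 and 2.75 with the smallest value subtracted, and grim was -4.91 and -7.12.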

Differences from the paper's values

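With limma and an adjusted p under 0.05, 3376 genes differed, against the paper's 1080. Among the alternatives set before the data were examined, none of those run with a gene count closed this gap. The nearest was an adjusted p under 0.01, with 1623 genes. The planned edgeR and DESeq2 tests were not run, and no gene count is given for the larger pseudocount. The paper's exact test was not run here either, so whether a count test would close the gap is open. The number of higher genes was 2378, against the paper's 668. Again none of the alternatives run closed the gap, the nearest being 1140 at an adjusted p under 0.01. The number of lower genes was 1004, against the paper's 412. For the lower genes, an adjusted p under 0.01 gave 484 and a change of at least 2-fold as well gave 592. Both were within 1.5 times the paper's number, and the counts of the other alternatives run were not. The authors' deposited table holds the paper's 1080, 668 and 412 genes. Its highest p-value, which is unadjusted, is 0.0494, so selecting on a p under 0.05 keeps every row. The match therefore cannot show how that list was selected.

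The fold changes of the 16 genes in Fig. 5d, read by eye, did not differ by more than 1.5 times from the values here with all libraries and a pseudocount of 1, apart from Uro, for which only a lower limit is given here. With a pseudocount of 10, 3 of them did: Fmo-1 was 65.9-fold here against about 210 in Fig. 5d, Duox 13.2-fold against about 23 and Spat 2.13-fold against about 4.8, all read by eye. Without control replicate 2, Duox was 35.6-fold. Fig. 5d was made from these same libraries, so closeness of its fold changes to those here is not an independent check. Uro, Spat, mRpS5 and Mmp1 are shown in Fig. 5d as significant, and have an adjusted p here of 0.0031, 0.0024, 0.0048 and 0.014 from limma; these 4 genes are not among those of the authors' deposited table used here. The lowest mean of a transcript in the authors' deposited table is 42.7. Fmo-1 carries the strongest class of significance in Fig. 5d, and its p-value in the authors' deposited table is 0.0026.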

Other observations

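The tests of scaling, depth, the top transcripts, splits and esg were chosen only after the result was seen. The test of muscle markers and the matching of transcript lengths were changed after their first results had been seen.

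All 9 other splits of the 6 libraries gave 0 genes at an adjusted p under 0.05, and between 73 and 538 genes at an unadjusted p under 0.05. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes as the real split, which is the real split itself. The other splits, outside these 4, part 1 same-numbered pair. With 3 libraries against 3 the share cannot fall below 0.10 over all 10 splits, or 0.25 over these 4, so chance cannot be excluded by splits.

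More genes were higher than lower in Sox21a EBs (70.3%). Rescaled on expressed transcripts the share was 53.2%, a step that centres the values by construction and so cannot decide between scaling and biology. Size factors recomputed from all rows lay nearer to the authors' factors (mean log2 distance 0.0148) than factors from expressed transcripts (0.0972), which is consistent with the authors' factors following the many low transcripts. Transcript length also mattered. The share of higher calls was 76.0% in the shortest quartile, 76.8% and 67.4% in the next ones and 50.2% in the longest, over the 98.2% of tested transcripts with a length, so length may contribute, for example through amplification. Both technical explanations remain.

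More transcripts were above the smallest value of the table in Sox21a EBs. Thinned to the smallest library, the lowest Sox21a library still had 327.7 more such transcripts than the highest control library, and 299.4 more without the top 100 transcripts. Neither depth nor a few abundant transcripts accounts for the difference. RNA from other cells was not tested for these transcripts, so the pattern cannot be told apart from it.

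The level of esg was 40916 ± 5641 in control and 14335 ± 2082 in Sox21a EBs (SD, n = 3 each; log2 fold change -1.51, adjusted p = 0.0011 from limma). Rescaled, the log2 fold change was -1.71. That step lowers every transcript alike, so it could only make the fall larger and decides nothing by itself. The median log2 fold change of all tested transcripts is 0.21, opposite in sign to the fall and smaller in size, so an offset of that size does not account for it. The paper gives esg expression as not affected in Sox21a flies, from midguts and not from these libraries. Its Fig. 3a,b shows an esg>GFP reporter in midgut tissue, which is a measure unlike a transcript level in sorted cells. The authors' deposited table, made from the same libraries, also lists esg as lower. Its log2 fold change there is -1.51, with an adjusted p of 0.013 from the authors' test. Whether the fall of esg is a biological change was not tested further.

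The level of vn in control replicate 1 was 7309, against 1953 and 1721 in the other controls. Visceral muscle RNA in that library was a candidate source. The muscle markers there lay at percentile 8.86 of matched random lists, with 5 of 16 tested, too few to decide.

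Of 20 cell cycle genes, 15 were higher in Sox21a EBs where 4.97 were expected by chance (adjusted p = 2.5e-05 from Fisher's exact test). The count was 16 with the replicate block (adjusted p = 7.1e-06 from that test) and 13 after rescaling (adjusted p = 1.9e-05). By PH3 staining, the paper saw mitotic ISCs but no mitotic EB in Sox21a flies. ISC RNA among the sorted cells was not tested for, so these calls do not show that EBs divide. Of 25 genes on a list of enterocyte genes, digestive genes and nub among them, 16 were lower where 2.62 were expected (adjusted p = 3.5e-09 from Fisher's exact test). The count was 13 with the block (adjusted p = 5.9e-06) and 16 after rescaling (adjusted p = 6.0e-07). The paper had reported nub as lower from these libraries, so the list is not independent of that report. Of 86 cytoplasmic ribosomal protein genes, 18 were lower (adjusted p = 0.012), 13 with the block (adjusted p = 0.36) and 58 after rescaling.

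The paper reports Catalase, GstD1 and Sod2 by reporters and immunostaining in midguts. In the sorted EBs, Cat had a log2 fold change of -0.88 (adjusted p = 0.011 from limma), GstD1 of -0.71 (adjusted p = 0.037) and Sod2 of 0.42 (adjusted p = 0.15). The call for GstD1 was kept in 1 of the 6 fits that each left out 1 library. The ligand genes upd2 and upd3 had log2 fold changes of 0.31 (adjusted p = 0.51) and 0.41 (adjusted p = 0.16), and Krn of 0.91 (adjusted p = 0.0042). For the other ligand genes the values were 0.22 for upd1 (adjusted p = 0.48), -0.47 for spi (adjusted p = 0.055, 0.074 with the block and 0.013 after rescaling) and 1.59 for vn (adjusted p = 0.052, 0.074 with the block and 0.081 after rescaling). Each passed 0.05 in 1 of the 6 fits that left out 1 library, vn without control replicate 1 (adjusted p = 0.00047, against 0.099 to 0.15 in the other 5) and spi without Sox21a replicate 3 (adjusted p = 0.046). The progenitor marker arm had a log2 fold change of 0.55 (adjusted p = 0.033, 0.033 with the block and 0.094 after rescaling), and passed in 1 of these 6 fits. wg had a mean under 10 and was not tested.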
